# Differential Effects of Short Term Feeding of a Soy Protein Isolate Diet and Estrogen Treatment on Bone in the Pre-Pubertal Rat

**DOI:** 10.1371/journal.pone.0035736

**Published:** 2012-04-20

**Authors:** Jian Zhang, Oxana P. Lazarenko, Xianli Wu, Yudong Tong, Michael L. Blackburn, Horatio Gomez-Acevedo, Kartik Shankar, Thomas M. Badger, Martin J. J. Ronis, Jin-Ran Chen

## Abstract

**Background:**

Previous reports suggest that beneficial effects of soy on bone quality are due to the estrogenic actions of isoflavone phytochemicals associated with the protein. However, mechanistic studies comparing the effects of soy diet and estrogens on bone, particularly in rapidly growing animals are lacking.

**Methodology and Principal Findings:**

We studied the effects of short term feeding of soy protein isolate (SPI) on bone in comparison to the effects of 17β-estradiol (E2) in pre-pubertal rats. Female rats were weaned to one of 4 treatments: 1) a control casein-based diet (CAS); 2) CAS with subcutaneous E2 (10 µg/kg/d) (CAS+E2); 3) a SPI-containing diet (SPI); or 4) SPI with subcutaneous E2 (SPI) or SPI with 10 µg/kg/d E2 (SPI+E2) for 14 days beginning on postnatal day 20. SPI increased while E2 decreased bone turnover compared to CAS. In contrast, both treatments decreased serum sclerostin levels. Microarray analysis of RNA isolated from bone revealed 652 genes regulated by SPI, 491 genes regulated by E2, and 266 genes regulated by both SPI diet and E2 compared to CAS. The expression of caveolin-1, a protein localized in the cell membrane, was down-regulated (p<0.05) in rats fed SPI, but not by E2 compared to rats fed casein. Down-regulation of caveolin-1 by SPI was associated with increased BMP2, Smad and Runx2 expression in bone and osteoblasts (p<0.05).

**Conclusions/Significance:**

These results suggest SPI and E2 have different effects on bone turnover prior to puberty. Approximately half of the genes are regulated in the same direction by E2 or SPI, but in combination, SPI blocks the estrogen effects and returns the profile towards control levels. In addition, there are E2 specific and SPI-specific gene changes related to regulation of bone formation.

## Introduction

Although beneficial skeletal effects of soy-containing diets have been suggested for decades [1], this is a controversial area. In addition, the mechanisms of potential soy effects on bone remain unclear, but most reports suggest that soy phytochemicals (isoflavone phytoestrogens, such as genistein and daidzein) are responsible. Isoflavones are structurally similar to 17β-estradiol and are estrogenic under certain physiological conditions [2]. Therefore, soy has been used by some postmenopausal women as a natural alternative to estrogen replacement therapy [3]. More recently, evidence suggests that isoflavones may not only have estrogenic effects, but are also antiestrogenic in some mammalian tissues [4]. The preferential binding of isoflavones to estrogen receptor β suggests that they may act as SERMs (selective estrogen receptor modulators) [5]. The majority of soy diet and bone research has been conducted in adult human participants and experimental rodents. However, unlike in some Asian countries where soy diets are constantly consumed by every age group in the population, in the USA, soy-containing food is mainly consumed by infants in the form of soy infant formula [6]. Assessing the effects of soy consumption early in life on estrogen sensitive organs has become a high research priority as the result of safety concerns with regards to potential toxic effects on reproductive development and increased cancer risk [7], [8]. We and others have started to examine the effects of soy foods consumed in early life and evaluated its consequences on bone health later in adult life [9], [10]. We hypothesized that dietary factors other than isoflavones appearing in serum after feeding soy diets may also have effects on bone formation. The relative concentrations and forms of dietary factors associated with soy diets are significantly affected by processing of soy beans into different products, and may be species and age dependent [11].

Human peak bone mass is usually reached in the late third decade of life. This bone mass or mineral density in adults reflects the extent of bone acquisition during growth and affects the subsequent rate of bone loss [12]. More than half of adult bone mass is made under the influence of growth hormone from the anterior pituitary gland and sex hormones during the peri-pubertal period [13]. Appropriate bone modeling during the peri-pubertal period may be essential to determine whether an individual is at higher or lower risk for bone fracture later in adult life [14]. Although the exact mechanisms and differences between males and females are not well understood, estrogen interacting with growth hormones is absolutely critical in both sexes for building bone strength and increasing long bone length. In rodents, such as rats, bone growth from weaning to postnatal day 35 is rapid and is under the control of a variety of hormones and cytokines. Bone mass acquisition during this time is similar to conditions which occur in pre-pubertal humans. Whether soy phytochemicals interact with the endogenous factors to determine: bone structure; bone turnover; and homeostasis of calcium, phosphorus and vitamin D during the pre-pubertal period are not well understood.

It is well known that the actions of estrogen in a variety of tissues and cells are primarily through estrogen receptors alpha (ERα) and beta (ERβ). While these receptors have overlapping responsibilities, they also have distinct roles in different tissue and cell types [15]. It has been established that one of the effects of estrogen on bone cells is through classic activation of ERα in the nucleus to transcribe estrogen-responsive genes. In contrast to this classic estrogen signaling in bone cells, previous studies suggest that a membrane ER complex may also activate cytoplasmic kinases to transmit non-genomic actions of estrogens [16]. Interestingly, soy consumption has been shown to activate cytoplasmic kinases such as ERK and Smad(s) in bone in vivo, which are requirements for osteoblast differentiation/osteoblastogenesis [9]. We have previously hypothesized that the effects of soy diet on bone may be largely due to non-estrogenic actions [17]. The purpose of the present study was to compare the short term effects of consumption of a soy diet relative to 17β-estradiol on bone turnover in prepubertal intact female rats. In addition, studies were conducted to investigate signaling transduction to determine whether the effects of SPI (soy protein isolate) feeding on bone cells are different from classical actions of estrogens.

## Results

### Effects of SPI and E2 treatment on serum isoflavone and E2 concentrations

Measurement of serum isoflavone values after feeding SPI confirmed previous data from rats in our laboratory (Table 1) [18]. Total isoflavone concentrations were in the range of 1 µM and the major isoflavone was the most estrogenic daidzein metabolite equol (Table 1). In addition, more than ninety percent of isoflavones were found in the conjugated form and free aglycone values were less than 40 nM. E2 treatments increased mean serum E2 concentrations from 25±3 pM in controls to 71±6 pM in the 10 µg/kg/d group. Addition of SPI had no significant effect (by t-test) on serum E2 values either when fed alone (36±6 pM SPI vs 25±3 pM CAS) or when fed in combination with 10 µg/kg/d E2 (71±6 pM, CAS+10 µg/kg/d E2 vs 91±14, SPI+10 µg/kg/d E2).

**Table 1:** Serum isoflavone concentration.

Serum isoflavone levels (nM)				
	Control		SPI	
	Free	Total	Free	Total
DHD	nd	nd	1.2±0.19	140.1±26.2
Glycetein	nd	nd	9.5±0.7	60.0±4.9
Genistein	nd	nd	38.2±9.6	921.8±80.7
Daidzein	nd	nd	37.4±8.7	521.6±50.8
o-DMA	nd	nd	5.4±0.31	767.4±88.8
Equol	nd	nd	15.7±2.5	2207.4±193.8

Serum isoflavones were measured using LC-MS method.

nd, non detected. DHD, dihydrodaidzein. o-DMA, o-desmethylangolansin.

### Effects of SPI and E2 on Bone Turnover in Prepubertal Rats

Bone turnover markers were measured in rat serum using ELISA. The bone resorption marker RatLap and bone formation markers ALP and osteocalcin were lower (p<0.05) in the CAS+E2 group compared to CAS, the bone resorption marker RatLap and bone formation markers ALP and osteocalcin were all higher in SPI compared to CAS groups (p<0.05, Figure 1A–C). Interestingly, circulating levels of sclerostin were lower in both SPI and CAS+E2 groups compared to CAS (p<0.05, Figure 1D).

**Figure 1:**
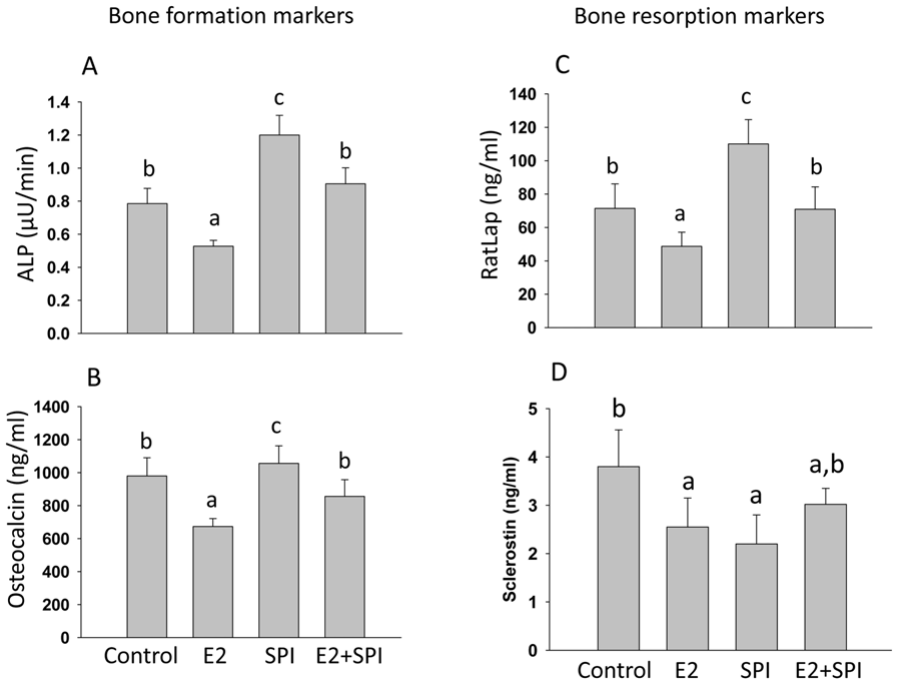
Changes in bone resorption and formation markers in pre-pubertal rats. (A) Serum bone formation markers ALP (bone specific alkaline phosphatase) and (B) osteocalcin, and (D) serum level of sclerostin were measured by ELISA. (C) Bone resorption marker RatLap (C telopeptide of type 1 collagen) was measured using a CrossLaps ELISA kit. Control, standard casein diet group; E2, 10 µg/kg/d E2 treated group; SPI, soy protein isolate diet group; E2+SPI, combination of 10 µg/kg/d E2 treated and SPI diet group. Means ± S.E.M with different letters differ significantly from each other at p<0.05, a<b<c.

### Changes in gene expression in bone in response to SPI and E2

To identify the target genes in bone interacting with SPI or E2 that result in their different effects on bone, we analyzed mRNA from long bone using Affymetrix gene arrays. These analyses revealed 652 genes regulated more than 1.5-fold by SPI diet, 491 genes regulated by 10 µg/kg/d of E2 and only 133 genes regulated by SPI plus E2 compared with their expression in the CAS group (Figure 2A). Of these genes, 266 genes, (about 50%) were regulated in a similar fashion by both the SPI diet and E2 treatment in these prepubertal rats compared to casein. However, this decreased to 24 genes when the SPI+E2 group was compared to CAS (Figure 2A).

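RNA of the right tibia, taken after the marrow was aspirated, was measured in female rats of 4 groups: the casein diet (CAS), the SPI diet, the casein diet with E2 at 10 µg/kg/d, and the SPI diet with the same dose of E2. Each group had 3 Affymetrix rat genome arrays, 12 in all, and each array carried pooled RNA of 2 to 3 rats. The p-values therefore measure the spread between pools and not between single rats, and the number of arrays limits the precision. The paper begins treatment on postnatal day 20, and the sample labels give postnatal day 21 with sacrifice on day 34.

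Osteoblast genes hardly moved against CAS. Of 10 measured, 0 were higher and 1 lower with SPI (camera adjusted p = 0.45, median log2 change -0.03), and 0 were higher or lower with E2 (camera adjusted p = 0.962). With SPI+E2, 0 were higher, 3 lower and 7 not past the test (0 higher and 4 lower when adjusted over the list alone; median log2 change -0.07, camera adjusted p = 0.0126, adjusted p = 0.0538 with an estimated correlation). Bone-resorbing osteoclast genes, 10 in number, had 5 higher, 1 lower and 4 not past with SPI+E2 (6 higher and 2 lower when adjusted over the list alone; median 0.23, camera adjusted p = 0.00819).

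The authors processed the probe intensities with RMA to log2 values and then normalized them per chip and per gene, so the deposited values hold differences between arrays around each probe set's median and no absolute level. Array medians lay between -0.0042 and 0.0073. After 57 control probe sets were left out, 31042 probe sets were fitted with limma over the 4 groups, and a change was called at a Benjamini-Hochberg adjusted p under 0.05. Values given for a gene are the mean of its probe sets, fitted in the same way for 14217 genes. Among the 4 groups 7822 probe sets differed, and within groups the SD of a probe set had a median of 0.0694 log2 units in CAS, 0.0957 in SPI, 0.0713 in E2 and 0.084 in SPI+E2.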

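With the SPI diet, genes of nerve were among the largest rises and genes of growth plate cartilage among the largest falls. The neuronal membrane glycoprotein gene Gpm6a rose by 1.42 log2 units over CAS (SE 0.0797, limma adjusted p = 2.6e-07, 3 arrays against 3). Itih3, which encodes a hyaluronan-binding protein, rose by 1.37 (SE 0.126, adjusted p = 1.36e-05), and Elmod1, a regulator of small GTPases, by 1.34 (SE 0.156, adjusted p = 8.12e-05). Eif2s3y, a translation factor gene that the reference places on chromosome Y, had the largest rise, 2.45 (SE 0.154, adjusted p = 6.93e-07). Col10a1, the collagen of hypertrophic chondrocytes, fell by 1.99 (SE 0.0523, adjusted p = 2.53e-09), Ppbp, a platelet chemokine, by 1.29 (SE 0.0634, adjusted p = 1e-07), Col9a1 by 1.27 (SE 0.0711, adjusted p = 2.6e-07) and Cidea, a lipid droplet gene of brown fat, by 0.92 (SE 0.0395, adjusted p = 3.95e-08).

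Against CAS 2562 probe sets were higher and 2814 lower. By fold alone, 614 were at least 1.5-fold higher and 140 lower, 754 in all, of which 749 also passed the test. The 3 SPI arrays lay wholly above or below the 3 CAS arrays for 10522 probe sets (33.9%), where chance gives 10%.

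Of 17 neuron genes, 15 were higher, 0 lower and 2 not past (15 higher and 1 lower when adjusted over the list alone; median log2 change 0.75, camera adjusted p = 1.05e-17), among them the neurofilament gene Nefm at 1.05. Sensory neuron genes, 13 measured, had 11 higher, 0 lower and 2 not past, with 11 higher when adjusted over the list alone (median 0.61, camera adjusted p = 1.03e-11), including the sodium channel gene Scn10a at 0.81. Schwann cell and peripheral myelin genes, 14 measured, had 12 higher, 0 lower and 2 not past, with 13 higher when adjusted over the list alone (median 0.63, camera adjusted p = 8.91e-14), including the nerve growth factor receptor gene Ngfr at 1.02. Central glia genes, 17 measured, had 7 higher and 10 not past, the same when adjusted over the list alone (median 0.16, camera adjusted p = 7.65e-05). Cholesterol synthesis genes rose with them: of 14, 10 were higher and 4 not past, 12 higher when adjusted over the list alone (median 0.20, camera adjusted p = 3.71e-06), Msmo1 by 0.41.

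Of 13 chondrocyte genes, 8 were lower, 1 higher and 4 not past, the same when adjusted over the list alone (median -0.49, camera adjusted p = 7.65e-05). Osteocyte genes, 9 measured, had 5 lower and 4 not past, also when adjusted over the list alone (median -0.25, camera adjusted p = 0.00199), with Phex at -0.79 and Dmp1 at -0.45. Fibroblast and matrix genes had 10 of 15 lower, 11 when adjusted over the list alone (median -0.14, camera adjusted p = 0.000104). Skeletal muscle genes had 12 of 17 lower, 14 when adjusted over the list alone (median -0.15, camera adjusted p = 2.48e-07), Myh7 by -0.59. Erythroid genes had 9 of 11 lower, also 9 when adjusted over the list alone (median -0.48, camera adjusted p = 1.58e-07), and megakaryocyte and platelet genes 6 of 10, also 6 when adjusted over the list alone (median -0.33, camera adjusted p = 3.53e-05). Adipocyte genes had 6 of 10 lower (6 when adjusted over the list alone; median -0.22, camera adjusted p = 0.00276, adjusted p = 0.146 with an estimated correlation). Cell division genes had 15 of 22 lower (18 when adjusted over the list alone; median -0.22, camera adjusted p = 1.69e-07, adjusted p = 0.0633 with an estimated correlation). Neutrophil genes had 3 of 7 higher and 1 lower (4 higher and 1 lower when adjusted over the list alone; median 0.22, camera adjusted p = 0.0322, adjusted p = 0.148 with an estimated correlation).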

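E2 raised a binding protein of insulin-like growth factors and genes of sensory nerve, and lowered genes of blood formation and of dividing cells. Igfbp2 rose by 1.90 log2 units over CAS (SE 0.0541, limma adjusted p = 6.16e-09, 3 arrays against 3). Scg2, which encodes a protein of neuronal secretory vesicles, rose by 1.23 (SE 0.0612, adjusted p = 1.81e-07), the pigment enzyme gene Tyrp1 by 1.17 (SE 0.059, adjusted p = 1.82e-07) and Scn9a, a sodium channel of pain-sensing neurons, by 1.11 (SE 0.148, adjusted p = 0.000281). Ppbp fell by 1.40 (SE 0.0634, adjusted p = 1.14e-07), Tubb1, the tubulin of platelets, by 1.08 (SE 0.0859, adjusted p = 5.61e-06), Hemgn, a regulator of red cell precursors, by 1.00 (SE 0.0439, adjusted p = 1e-07) and Car1, the carbonic anhydrase of red cells, by 0.98 (SE 0.0381, adjusted p = 4.71e-08).

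Against CAS 1548 probe sets were higher and 1354 lower. At least 1.5-fold, 344 were higher and 166 lower, 510 in all, of which 509 passed the test. The arrays of the E2 and CAS groups did not overlap for 9265 probe sets (29.8%, against 10% by chance).

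All 22 cell division genes were lower, also when adjusted over the list alone (median log2 change -0.51, camera adjusted p = 2.65e-24), Ccna2 by -0.70 and Mki67 by -0.65. All 11 erythroid genes were lower by both counts, over all genes and adjusted over the list alone (median -0.84, camera adjusted p = 8.75e-21). Megakaryocyte and platelet genes had 7 of 10 lower, 8 when adjusted over the list alone (median -0.63, camera adjusted p = 1.83e-09). All 5 B cell genes were lower, also when adjusted over the list alone (median -0.51, camera adjusted p = 1.4e-05), Blnk by -0.57. Neutrophil genes had 4 of 7 lower, 4 when adjusted over the list alone (median -0.18, camera adjusted p = 0.00375, adjusted p = 0.0661 with an estimated correlation).

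Nerve genes rose as these fell. Of 13 sensory neuron genes, 10 were higher, 0 lower and 3 not past, 11 higher when adjusted over the list alone (median 0.55, camera adjusted p = 2.72e-14). Of 17 neuron genes 14 were higher and 3 not past, also when adjusted over the list alone (median 0.36, camera adjusted p = 3.53e-16). Schwann cell and peripheral myelin genes had 10 of 14 higher and 0 lower, 10 higher and 1 lower when adjusted over the list alone (median 0.45, camera adjusted p = 3.47e-11). Chondrocyte genes had 5 of 13 lower and 1 higher, 6 lower and 1 higher when adjusted over the list alone (median -0.16, camera adjusted p = 0.00659). Cholesterol synthesis genes had 7 of 14 higher, 8 when adjusted over the list alone (median 0.20, camera adjusted p = 0.000191). Adipocyte genes had 4 of 10 lower, 6 when adjusted over the list alone (median -0.14, camera adjusted p = 0.00659, adjusted p = 0.165 with an estimated correlation). For fibroblast and matrix genes, none of 15 passed alone or when adjusted over the list alone (median 0.06, camera adjusted p = 0.0252, adjusted p = 0.102 with an estimated correlation).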

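Genes of neuropeptides and of catecholamine synthesis were among the largest rises with SPI and E2 together, named one by one and not tested as a list. Carry-over of nervous tissue was not tested for these genes. Vip, which encodes a vasodilator neuropeptide, rose by 3.44 log2 units over CAS (SE 0.124, limma adjusted p = 4.78e-08, 3 arrays against 3). Th, the enzyme that starts catecholamine synthesis, rose by 2.22 (SE 0.198, adjusted p = 4.1e-05), the neuropeptide gene Npy by 1.68 (SE 0.0703, adjusted p = 1.22e-07) and Dbh, the enzyme that makes noradrenaline, by 1.64 (SE 0.104, adjusted p = 3.38e-06). Igfbp2 rose by 2.45 (SE 0.0541, adjusted p = 3.46e-10) and Alb, which encodes serum albumin, by 2.06 (SE 0.0887, adjusted p = 1.42e-07). Prss35, a serine protease gene, fell by 1.22 (SE 0.139, adjusted p = 0.000226).

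Against CAS 1286 probe sets were higher and 1345 lower, 2631 in all. This count was sensitive to single arrays and fell to between 1408 and 1745 without CAS 1, CAS 2, CAS 3 or SPI+E2 2. At least 1.5-fold, 86 were higher and 61 lower, 147 in all, and 145 of these passed the test. The arrays did not overlap for 9473 probe sets (30.5%, against 10% by chance).

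Cell division genes had 18 of 22 lower, 21 when adjusted over the list alone (median log2 change -0.34, camera adjusted p = 4.03e-17). Erythroid genes had 10 of 11 lower, all 11 when adjusted over the list alone (median -0.53, camera adjusted p = 1.07e-15), and megakaryocyte and platelet genes 3 of 10, 6 when adjusted over the list alone (median -0.17, camera adjusted p = 0.000546). B cell genes had 4 of 5 lower by both counts, the second adjusted over the list alone (median -0.31, camera adjusted p = 0.000415). Neutrophil genes had 3 of 7 higher, 4 when adjusted over the list alone (median 0.21, camera adjusted p = 2.31e-05), the neutrophil granule gene Lcn2 by 0.83. Chondrocyte genes had 9 of 13 lower, also 9 when adjusted over the list alone (median -0.32, camera adjusted p = 7.02e-08). Fibroblast and matrix genes had 9 of 15 lower and 1 higher, 10 lower and 1 higher when adjusted over the list alone (median -0.18, camera adjusted p = 1.38e-06). Osteocyte genes had 4 of 9 lower, 5 when adjusted over the list alone (median -0.14, camera adjusted p = 0.000554).

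Neuron genes had 11 of 17 higher, 13 when adjusted over the list alone (median 0.22, camera adjusted p = 1.21e-08), and sensory neuron genes 1 of 13, also 1 when adjusted over the list alone (median 0.10, camera adjusted p = 0.0114). Schwann cell and peripheral myelin genes did not shift as a list, with 3 of 14 higher and 2 lower (median -0.03, camera adjusted p = 0.632). Cholesterol synthesis genes had 3 of 14 lower, 6 when adjusted over the list alone (median -0.08, camera adjusted p = 0.000821).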

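The nerve genes Scn11a, Prph and Stmn2 were raised by both treatments. Scn11a, a sodium channel of pain-sensing neurons, rose by 0.94 log2 units with SPI and 0.93 with E2 (SE 0.0511 for each, limma adjusted p = 2.01e-07 and 2.96e-07, 3 arrays against 3). Prph, the neurofilament protein of peripheral nerve, rose by 1.05 and 0.92 (SE 0.036, adjusted p = 1.19e-08 and 4.71e-08). Stmn2, a regulator of microtubules in growing axons, rose by 1.06 and 0.86 (SE 0.0349, adjusted p = 1.05e-08 and 5.48e-08).

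At least 1.5-fold against CAS, 322 probe sets were on both lists, 42.7% of the SPI list and 63.1% of the E2 list. Of these, 284 were higher in both, 29 lower in both, 9 higher with SPI and lower with E2, and 0 the reverse. Without the probe sets that also passed 1.5-fold in SPI+E2, 295 remained. Independent lists of these sizes would share 6.8 higher and 0.749 lower.

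Both comparisons use the same 3 CAS arrays, which makes their changes correlate even where nothing changed. In 20 simulations of unchanged groups with the spread of these arrays, lists of the same sizes shared 129 probe sets in the same direction on average, against 313 here, and at 1.5-fold the simulated lists held 0.8 probe sets each. Across probe sets, which are not independent replicates, the correlation of the SPI and E2 changes was 0.513, against 0.499 in the simulations. Their covariance was 0.0195, against 0.00378.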

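The probe sets changed in all 3 treated groups included Col10a1 and Hapln1 of cartilage, Ucp1 of brown fat and Ppbp of platelets. Others were Rhag, Slc14a1, Cpox, Syt4, Syn2 and Rgs7, and these probe sets were not tested as a list. Ucp1, the heat-producing protein of brown fat, fell by 0.98 log2 units with SPI, 1.31 with E2 and 0.76 with SPI+E2 (SE 0.0508, limma adjusted p = 1.46e-07, 4.71e-08 and 5.19e-06, 3 arrays against 3). Aqp3, a water and glycerol channel, fell by 0.75, 1.03 and 0.85 (SE 0.135, adjusted p = 0.00185, 0.000249 and 0.00185). Col10a1 was 2.14-fold lower with E2 (adjusted p = 1.46e-07) and 2.41-fold lower with SPI+E2 (adjusted p = 1.22e-07). Eif2s3y rose by 2.04 with E2 (adjusted p = 3.39e-06) and 1.75 with SPI+E2 (adjusted p = 3.97e-05). Igfbp2 rose by 0.82 with SPI (adjusted p = 1.02e-06), less than with E2 or with both.

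In total 27 probe sets were at least 1.5-fold from CAS with SPI, E2 and SPI+E2. Of these, 14 were higher in all 3 and 13 lower in all 3. The count was 45 after quantile normalization, and a mean per gene gave 11 genes. Of the 27, 16 carry 1 gene symbol, 6 of them higher and 10 lower. SPI+E2 shared 58 probe sets with SPI and 45 with E2, and 71 of its 147 were on neither list.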

**Figure 2:**
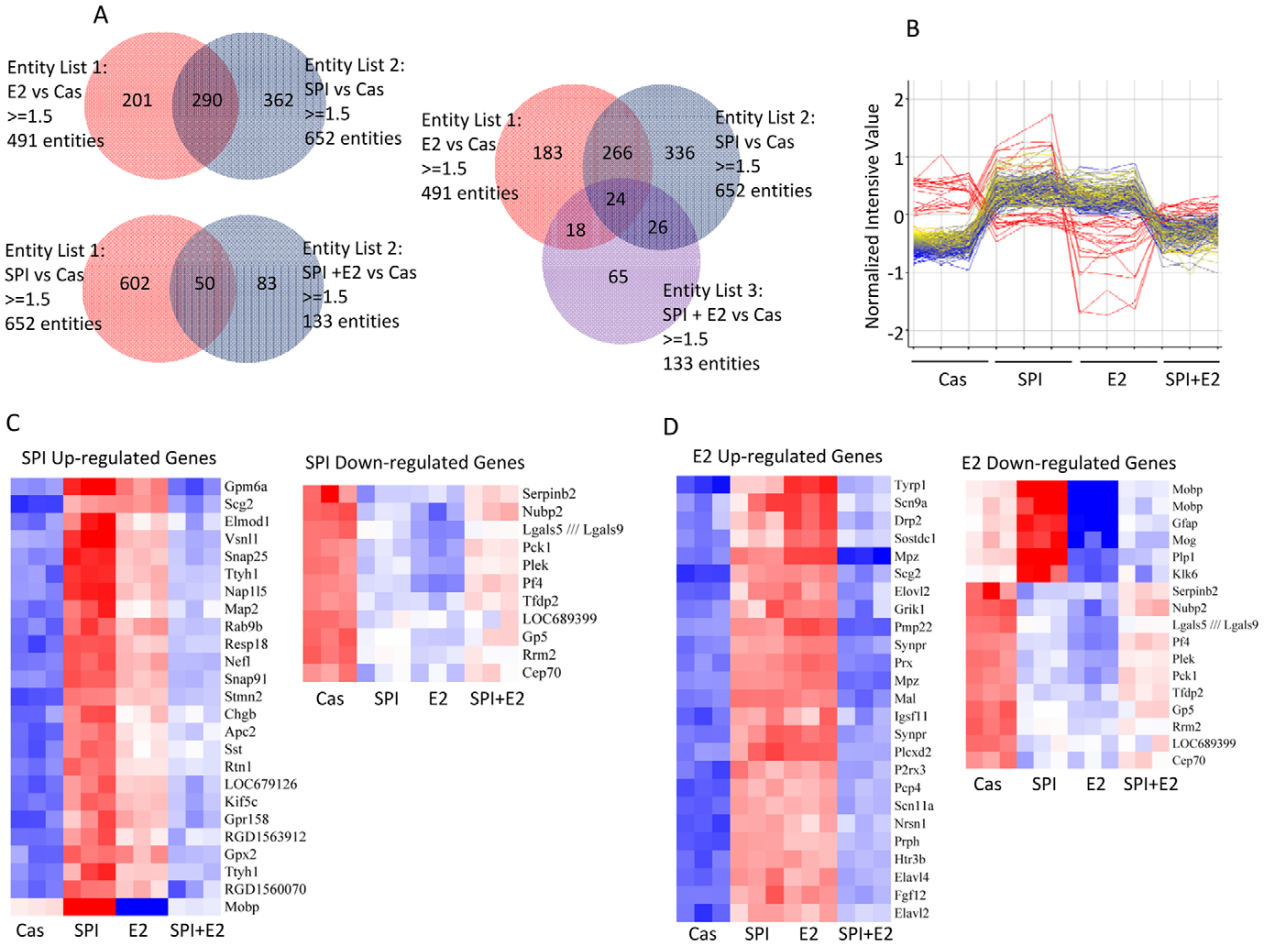
Microarray analysis shows differential signatures of SPI, E2, and SPI+E2 on gene expression in bone in pre-pubertal female rats. (A) Venn diagrams on the differentially expressed genes among groups. (B) Different pattern of gene regulation by SPI, E2 and SPI+E2 from 266 genes showed in (A). (C) Top 25 genes up-regulated by SPI and all genes down-regulated by SPI from 266 genes. (D) Top 25 genes up-regulated by E2 and all genes down-regulated by E2 from 266 genes showed in (B).

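SPI and E2 differed from each other in central glia, B cell, muscle and matrix genes, among others. Mag, a myelin glycoprotein, rose by 0.97 log2 units with SPI (SE 0.117, limma adjusted p = 0.000108, 3 arrays against 3) and did not pass with E2 (-0.27, adjusted p = 0.168). Olig1, a regulator of oligodendrocytes, rose by 1.12 with SPI (SE 0.165, adjusted p = 0.000468) and did not pass with E2 (-0.44, adjusted p = 0.114). The falls with E2 did pass for Olig1 without CAS 1 (-0.6171, adjusted p = 0.0216) and for Mag without SPI+E2 2 (-0.2719, adjusted p = 0.0317). Ms4a1, the B cell antigen CD20, rose by 0.56 with SPI (SE 0.0992, adjusted p = 0.00157) and fell by 0.64 with E2 (adjusted p = 0.000818). Myl4, a muscle myosin light chain, fell by 0.99 with SPI (SE 0.0495, adjusted p = 1.15e-07) and rose by 0.32 with E2 (adjusted p = 0.000872).

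Tested directly, 2478 probe sets were higher with SPI than with E2 and 2717 lower, 5195 in all and 3415 without E2 3. Of 17 central glia genes, 11 were higher with SPI than with E2, 12 when adjusted over the list alone (median log2 difference 0.27, camera adjusted p = 1.84e-07). B cell genes, of which 3 of 5 were higher with SPI against CAS with the list not past (camera adjusted p = 0.0656), had 4 of 5 higher with SPI than with E2 (4 when adjusted over the list alone; median 0.53, camera adjusted p = 1.32e-05), erythroid genes 10 of 11 (camera adjusted p = 4.97e-09), cell division genes 16 of 22 (camera adjusted p = 6.83e-10) and neutrophil genes 5 of 7 (camera adjusted p = 2.4e-05). Skeletal muscle genes had 11 of 17 lower with SPI than with E2, 13 when adjusted over the list alone (median -0.14, camera adjusted p = 4.32e-08), and chondrocyte genes 9 of 13 (camera adjusted p = 4.51e-05). Fibroblast and matrix genes had 11 of 15 lower with SPI than with E2, 12 when adjusted over the list alone (median -0.21, camera adjusted p = 1.37e-07). Caveolae genes had 4 of 7 lower, 6 when adjusted over the list alone (median -0.28, camera adjusted p = 0.00186), and osteocyte genes 4 of 9, 5 when adjusted over the list alone (median -0.27, camera adjusted p = 0.00413, adjusted p = 0.0549 with an estimated correlation). Osteoclast genes had 6 of 10 higher and 1 lower, also when adjusted over the list alone (median 0.20, camera adjusted p = 0.000956). Neuron genes had 9 of 17 higher and 1 lower (median 0.23, camera adjusted p = 5.75e-06), and Schwann cell genes 6 of 14 higher and 3 lower (median 0.19, camera adjusted p = 0.0396, adjusted p = 0.0815 with an estimated correlation).

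Among the 295 probe sets at least 1.5-fold with SPI and E2 but not SPI+E2, 270 were higher in both, 16 lower in both, and 9 higher with SPI and lower with E2. The mean neuron score against CAS was 0.666 ± 0.021 with SPI, 0.43 ± 0.017 with E2 and 0.211 ± 0.024 with SPI+E2 (SD, n = 3 arrays each). For central glia it was 0.327 ± 0.023, -0.154 ± 0.028 and -0.054 ± 0.016.

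**Figure D1:**
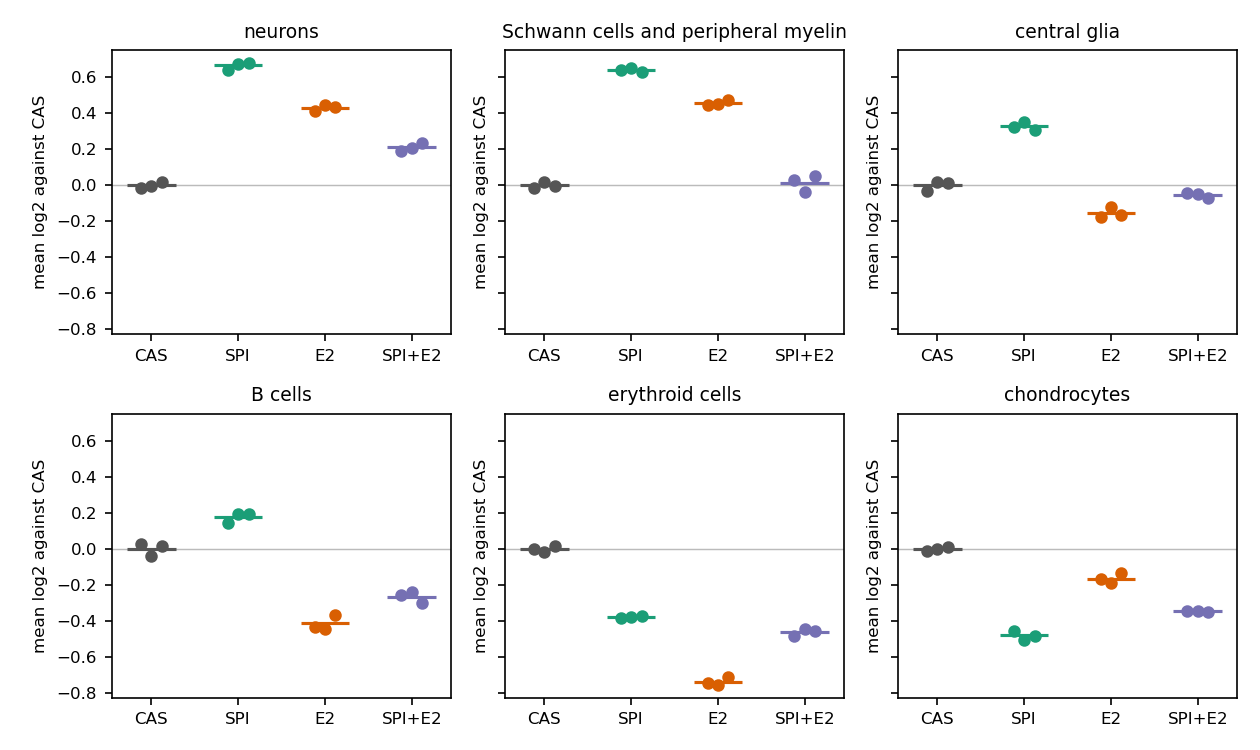
Mean log2 value of the genes of 6 lists against the CAS mean, by group. Each point is 1 array and each line a group mean of 3 arrays, and the central glia and B cell scores lie above 0 with SPI and below 0 with E2.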

More detailed microarray data analysis for these genes showed different patterns of gene regulation by SPI, E2 and SPI+E2 (Figure 2B). The top twenty-five up-regulated genes, and all down-regulated genes by either SPI or E2 are shown in Figure 2C and 2D respectively. Interestingly, the major SPI up-regulated genes were also up-regulated by E2, but less robustly. For example, Snap25 (Synaptosomal-associated protein 25), a known molecule expressed on osteoblastic cells [19] was up-regulated by both SPI and E2. 

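Among genes with large SPI rises, Resp18, Nap1l5, Vsnl1 and Nefl rose less with E2. Resp18, a protein of neuroendocrine vesicles, rose by 1.29 log2 units with SPI and 0.84 with E2 (SE 0.0538, limma adjusted p = 3.54e-08 and 1.13e-06, 3 arrays against 3). Nap1l5, a nucleosome assembly gene active in brain, rose by 1.29 and 0.66 (SE 0.0493, adjusted p = 2.2e-08 and 3.08e-06). Vsnl1, a neuronal calcium sensor, rose by 1.17 and 0.54 (SE 0.0614, adjusted p = 1.6e-07 and 8.67e-05), and the neurofilament gene Nefl by 1.07 and 0.78 (SE 0.0401, adjusted p = 2e-08 and 2e-07). SPI exceeded E2 by 0.46, 0.63, 0.63 and 0.30 for the 4 genes (adjusted p = 0.000115, 7.06e-06, 2.86e-05 and 0.000296). The Nefl difference did not pass after quantile normalization (0.1117, limma adjusted p = 0.0755).

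Of the genes raised by SPI in Fig. 2C, 21 were measured under 1 symbol. All 21 were higher with SPI (median log2 change 1.08), and with E2 19 were higher, 1 lower and 1 not past (20 higher and 1 lower when adjusted over the list alone; median 0.66). In the direct comparison 17 were higher with SPI than with E2 and 0 lower, 18 when adjusted over the list alone (median 0.45, camera adjusted p = 2.82e-12). The study chose this list on these arrays, so it is not independent evidence.

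Over all 614 probe sets raised at least 1.5-fold by SPI, 472 were also higher with E2, 13 were lower and 129 did not pass. The rise with E2 was the smaller one in 549, and the difference passed the test in 269, with 8 past it the other way. The choice of probe sets by their SPI rise itself favours a smaller rise with E2. No simulation without a difference between SPI and E2 was run for these counts. The median log2 change was 0.79 with SPI, 0.57 with E2 and 0.19 with SPI+E2. Of the 343 probe sets raised by E2, 324 were higher with SPI, with medians of 0.74 for E2 and 0.85 for SPI.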

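Snap25 encodes a protein that joins vesicles to the membrane at nerve endings, and in these arrays it rose together with other neuronal genes. It lies on chromosome 3 of GRCr8 from 144494579 to 144576449 and is measured by 1 probe set. Its log2 value was -0.437 ± 0.052 in CAS, 0.87 ± 0.042 in SPI, 0.225 ± 0.036 in E2 and -0.265 ± 0.072 in SPI+E2 (SD, n = 3 arrays each). Against CAS it rose by 1.31 with SPI (SE 0.0476, limma adjusted p = 1.74e-08, 2.47-fold) and 0.66 with E2 (adjusted p = 2.53e-06, 1.58-fold). With SPI+E2 it was 0.17 (limma adjusted p = 0.0358, 1.13-fold), which did not pass without CAS 2, CAS 3, E2 1, SPI+E2 1 or SPI+E2 3 (adjusted p = 0.0524 to 0.123), nor after quantile normalization, in a fit of 2 groups or with trend and robust variances. SPI exceeded E2 by 0.64 (limma adjusted p = 4.61e-06). The SPI, E2 and SPI+E2 arrays did not overlap those of CAS (for each, exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow).

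Beside Snap25, Nefh, the heavy neurofilament gene of large axons, rose by 1.01 with SPI and 0.74 with E2 (SE 0.0397, limma adjusted p = 2.51e-08 and 2.56e-07). Bone was measured as a mixture of cells after marrow aspiration, so the cells that carry the Snap25 transcript are not identified.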

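Platelet genes fell with both treatments, while cartilage genes fell further with SPI. Pf4, a platelet chemokine, fell by 0.60 log2 units with SPI and 0.93 with E2 (SE 0.0424, limma adjusted p = 1.77e-06 and 1.14e-07, 3 arrays against 3). Plek, a signaling protein of platelets and leukocytes, fell by 0.63 and 0.84 (SE 0.0586, adjusted p = 1.5e-05 and 2.08e-06). Serpinb2, an inhibitor of plasminogen activators, fell by 0.95 and 0.84 (SE 0.135, adjusted p = 0.000362 and 0.00104). Comp, a matrix protein of cartilage, fell by 0.86 with SPI (SE 0.0396, adjusted p = 6.41e-08) and by 0.26 with E2 (adjusted p = 0.000842).

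Of the genes lowered by SPI in Fig. 2C, 9 were measured. With SPI 8 were lower and 0 higher (median log2 change -0.60), and with E2 7 were lower and 2 not past (9 lower when adjusted over the list alone; median -0.80). The study chose this list on these arrays, so it is not independent evidence. Over all 135 probe sets lowered at least 1.5-fold by SPI past the test, a wider set than the shared genes of Fig. 2C, 53 were lower with E2, 3 higher and 79 not past, and 29 were at least 1.5-fold lower with E2. The median log2 change of the 135 was -0.66 with SPI, -0.20 with E2 and -0.42 with SPI+E2.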

The SPI down-regulated genes were also down-regulated by E2. However, many E2 down-regulated genes were up-regulated by SPI-feeding. 

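The glial genes Mobp, Gfap, Mog and Klk6 rose with SPI and fell with E2. Mobp, a myelin protein of oligodendrocytes, rose by 0.92 log2 units with SPI and fell by 1.76 with E2 (SE 0.0828, limma adjusted p = 1.16e-05 and 1.32e-07, 3 arrays against 3). Gfap, the filament protein of astrocytes, rose by 0.76 and fell by 1.13 (SE 0.0584, adjusted p = 3.23e-06 and 2.01e-07). Mog, a glycoprotein of the myelin surface, rose by 0.69 and fell by 1.05 (SE 0.122, adjusted p = 0.00163 and 9.9e-05). Klk6, a protease of oligodendrocytes, rose by 0.83 and fell by 0.64 (SE 0.131, adjusted p = 0.000775 and 0.00579). The difference between SPI and E2 was 2.68, 1.89, 1.73 and 1.47 for the 4 genes (adjusted p = 7.92e-09, 7.92e-09, 3.42e-06 and 1.53e-05). Bone was measured as a mixture of cells, so the cells that carry these transcripts are not identified. Nervous tissue carried over in dissection is not excluded as their source.

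**Figure D2:**
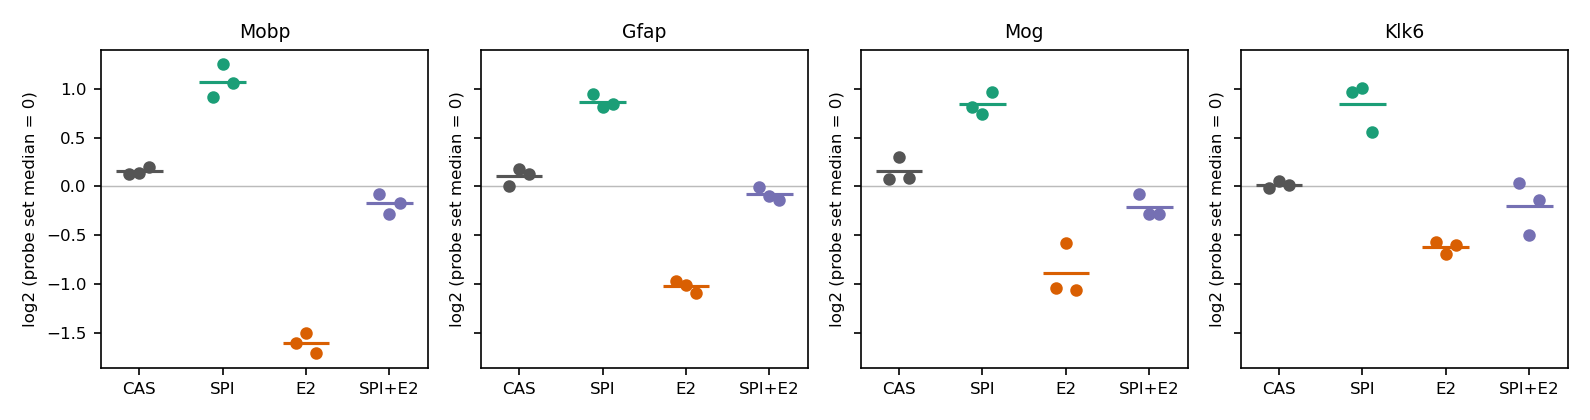
Log2 values of Mobp, Gfap, Mog and Klk6 by group, each centred on the median of its probe sets. Each point is 1 array and each line a group mean of 3 arrays, and for all 4 genes the SPI arrays lie above and the E2 arrays below those of CAS.

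A list of 17 other central glia genes, none of them named in Fig. 2D, had 0 higher, 2 lower and 15 not past with E2, also when adjusted over the list alone (median log2 change -0.13, camera adjusted p = 0.0116), and 0 higher and 1 lower with SPI+E2 (camera adjusted p = 0.391).

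Of the genes lowered by E2 in Fig. 2D, 13 were measured. With E2 11 were lower and 2 not past (13 lower when adjusted over the list alone; median -0.84). With SPI 4 were higher, 8 lower and 1 not past (median -0.37, camera adjusted p = 0.116). The study chose the list on these arrays, so it is not independent evidence. Over all 166 probe sets lowered at least 1.5-fold by E2 past the test, a wider set than the shared genes of Fig. 2D, 10 were higher with SPI, 113 lower and 43 not past. At least 1.5-fold, 9 were higher with SPI and 29 lower. Red cell genes were among those lowered by both, as Slc4a1, the anion exchanger of red cells, which fell by 0.94 with E2 and by 0.52 with SPI (SE 0.0406, limma adjusted p = 9.1e-08 and 3.43e-06). The medians of the 166 were -0.69 with E2, -0.36 with SPI and -0.41 with SPI+E2.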

Strikingly, the combination of E2 treatment and SPI feeding antagonized most of the gene changes produced by either treatment alone. 

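Prx and Mal, genes of peripheral myelin, rose with each treatment alone and did not pass against CAS with both. Prx, a protein of the Schwann cell sheath, changed by 0.91 log2 units with SPI, 1.05 with E2 and 0.00 with SPI+E2 (SE 0.0484, limma adjusted p = 1.75e-07, 1.14e-07 and 0.968, 3 arrays against 3). Mal, a lipid raft protein of myelin, changed by 1.03, 0.95 and -0.02 (SE 0.0495, adjusted p = 9.29e-08, 2.02e-07 and 0.859). Pmp22, a peripheral myelin protein, rose by 0.85 and 0.99 and was -0.12 with both (SE 0.0344, adjusted p = 3.12e-08, 3.04e-08 and 0.0468), the last not past the test without any 1 of 10 of the 12 arrays (adjusted p = 0.0599 to 0.124). Their interaction, the change with both beyond the sum of the single changes, was -1.95, -2.00 and -1.96 (SE 0.0685, 0.0701 and 0.0486, adjusted p = 6.69e-09, 6.69e-09 and 1.33e-09). For Gpm6a the change with SPI+E2 was -0.17 (adjusted p = 0.205) and the interaction -2.48 (SE 0.113, adjusted p = 4.16e-08). Igfbp2 was an exception, highest with both, with an interaction of -0.27 (SE 0.0765, adjusted p = 0.0308) that did not pass without CAS 1, CAS 2, SPI 2, E2 3 or SPI+E2 2 (adjusted p = 0.0697 to 0.0751).

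Of 942 probe sets at least 1.5-fold from CAS with SPI or E2, 913 (96.92%) changed less with SPI+E2. Among the 942, 366 still passed the same way with SPI+E2, 16 passed the other way and 560 did not pass. The interaction passed against the single change in 823 and along it in 0, and its sign was against the change in 99.04%. Over all probe sets the interaction passed in 3078, 1293 above and 1785 below 0. Compared directly, SPI+E2 moved 623 of the 754 SPI probe sets back and 7 further, and 385 of the 510 E2 probe sets back and 8 further.

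A list picked for large changes tends to shrink in another comparison. In simulated unchanged groups with lists of the same size, 91.1% of the picked probe sets changed less with SPI+E2. Those groups held no effect, and at 1.5-fold their SPI and E2 lists held 0.8 probe sets each. The 91.1% is therefore no baseline for the 96.92% found here. This share was not simulated with real single changes. Picking large changes also favours an interaction, and a move with SPI+E2, against the change. The single change enters both with a minus sign. In 20 simulations with SPI+E2 set to the sum of the single changes, the sign of the interaction was against the change in 62% of the picked probe sets on average, at most 65.2%, and 0 passed. With SPI+E2 set to SPI or to E2, the sign was against the change in 57.6% and 58.9% and 0 passed, against 96.55% and 96.27% here. The paper states that the combination opposed most of the changes of either treatment, and in its discussion proposes that SPI and E2 may act against each other in bone.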

The detailed data has been deposited in a MIAME compliant database (E.g. ArrayExpress, GEO), and it is available to check on the MGED Society website with accession number GSE30862 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30862.

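Caveolin-1 is the main structural protein of caveolae, small pits of the cell membrane, and its transcript was lower with SPI and not past the test with E2. Cav1 lies on chromosome 4 of GRCr8 from 46606538 to 46639616 and is measured by 3 probe sets. The mean of their log2 values was 0.203 ± 0.08 in CAS, -0.301 ± 0.045 in SPI, 0.067 ± 0.053 in E2 and -0.095 ± 0.075 in SPI+E2 (SD, n = 3 arrays each). Against CAS it fell by 0.50 with SPI (SE 0.0545, limma adjusted p = 4.86e-05, 1.42-fold lower), was -0.14 with E2 (adjusted p = 0.137) and fell by 0.30 with SPI+E2 (adjusted p = 0.00425). SPI was lower than E2 by a log2 difference of -0.37 (limma adjusted p = 0.000529). The SPI, E2 and SPI+E2 arrays each lay below those of CAS (for each, exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow).

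Each probe set was lower with SPI, the first by a log2 change of -0.76 (SE 0.108, limma adjusted p = 0.000536, 1.7-fold lower), the others by -0.45 (SE 0.0646, adjusted p = 0.000554) and -0.30 (SE 0.0477, adjusted p = 0.00116). None passed with E2.

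**Figure D3:**
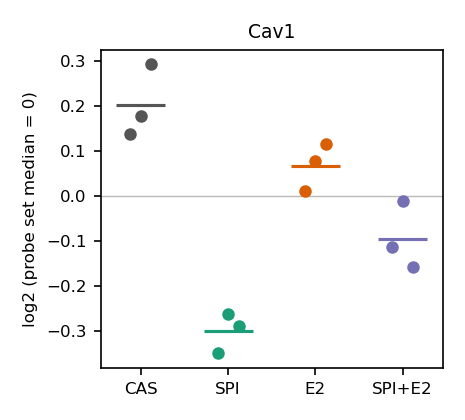
Log2 values of Cav1, the mean of 3 probe sets, by group. Each point is 1 array and each line a group mean of 3 arrays, and the SPI arrays lie lowest.

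Cavin2, Cav2 and Cav3, other genes of caveolae, fell with SPI as well. Cavin2 changed by -0.84 (SE 0.174, limma adjusted p = 0.00431), Cav2 by -0.38 (SE 0.0468, adjusted p = 0.000139) and Cav3, the caveolin of muscle, by -0.36 (SE 0.0533, adjusted p = 0.000479). Of 7 caveolae genes, 5 were lower and 2 not past with SPI, also when adjusted over the list alone (median log2 change -0.36, camera adjusted p = 0.00277). With E2 1 was higher (camera adjusted p = 0.435), and with SPI+E2 2 were lower, 3 when adjusted over the list alone (camera adjusted p = 0.0451, adjusted p = 0.0943 with an estimated correlation). Muscle and fibroblast genes, from cells rich in caveolae, also fell with SPI, whereas endothelial genes did not shift as a list (0 higher and 2 lower of 11, 2 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.3).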

Analysis of the array data also demonstrated that the expression of mRNA encoding caveolin-1, a protein localized in the cell membrane, was down-regulated in rats fed SPI (2.8-fold), but not by E2 compared to CAS. This was confirmed by a real-time PCR analysis (p<0.05, Figure 3). On the other hand, expression of ATF-3 mRNA (activating transcription factor 3) known as a regulator of endochondral bone growth and skeletal development was only significantly up-regulated by E2 (both array and real-time PCR data ) and SPI did not block this effect (Figure 3). 

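Atf3, a stress-responsive transcription factor, rose with E2 and with SPI+E2 and did not change detectably with SPI. It lies on chromosome 13 of GRCr8 from 105274103 to 105331653 and is measured by 1 probe set. Its log2 value was -0.274 ± 0.122 in CAS, -0.211 ± 0.085 in SPI, 0.477 ± 0.077 in E2 and 0.162 ± 0.042 in SPI+E2 (SD, n = 3 arrays each). Against CAS it rose by 0.75 with E2 (SE 0.0668, limma adjusted p = 1.3e-05, 1.68-fold) and by 0.44 with SPI+E2 (adjusted p = 0.00154, 1.35-fold), and was 0.06 with SPI (adjusted p = 0.53). Atf3 was lower with SPI than with E2 by a log2 difference of -0.69 (limma adjusted p = 2.91e-05). Arrays with E2 or SPI+E2 did not overlap those of CAS (for each, exact permutation test, two-sided p = 0.1, the smallest possible).

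Immediate early and stress genes, to which Atf3 is related, did not shift as a list against CAS. Of 17, 1 was higher and 0 lower with E2 (camera adjusted p = 0.962), 0 higher and 5 lower with SPI (camera adjusted p = 0.0916), and 3 higher and 3 lower with SPI+E2 (3 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.479). Between SPI and E2, 1 was higher and 6 lower with SPI, also when adjusted over the list alone (median log2 difference -0.05, camera adjusted p = 0.0494, adjusted p = 0.22 with an estimated correlation).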

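Calca, the gene of calcitonin and of the neuropeptide CGRP, rose with SPI and with E2 and returned to the CAS level with both. It lies on chromosome 1 of GRCr8 from 178312636 to 178317588 and is measured by 3 probe sets. The mean of their log2 values was -0.224 ± 0.068 in CAS, 0.428 ± 0.045 in SPI, 0.264 ± 0.022 in E2 and -0.287 ± 0.053 in SPI+E2 (SD, n = 3 arrays each). Against CAS it rose by 0.65 with SPI (SE 0.0466, limma adjusted p = 1.97e-06, 1.57-fold) and 0.49 with E2 (adjusted p = 2.17e-05, 1.4-fold), and was -0.06 with SPI+E2 (adjusted p = 0.425). SPI exceeded E2 by 0.16 (limma adjusted p = 0.0242), a difference that did not pass after quantile normalization, with trend and robust variances, or without any 1 of 5 arrays. Arrays with SPI or E2 did not overlap those of CAS (exact permutation test, two-sided p = 0.1, the smallest possible).

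Of the 3 probe sets 2 carried the rise, with log2 changes of 1.00 and 0.94 for SPI (SE 0.0481 and 0.0762, limma adjusted p = 2.23e-07 and 7.47e-06) and 0.77 and 0.71 for E2 (adjusted p = 1.62e-06 and 8.05e-05). The remaining probe set was flat, 0.02 and -0.02 (adjusted p = 0.917 and 0.94). Calcb, which encodes a second CGRP of sensory neurons, rose by 0.92 with SPI and 0.82 with E2 (SE 0.061, limma adjusted p = 1e-06 and 3.04e-06), and sensory neuron genes as a list did not differ between SPI and E2 past the test (2 of 13 higher).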

Calcitonin (calcitonin gene-related peptide) was up-regulated by both E2 and SPI (Figure 3) (both array and real-time PCR revealed) but to a much greater level by SPI than E2. Moreover, real-time PCR analysis showed decreases in mRNA expression of Sost (the gene encoding sclerostin) in bone after E2 or SPI treatment coincident with with decreases in the serum level of sclerostin presented in Figure 1 (Figure 3). Proteins were isolated from bone, and Western blots were performed. We found that down-regulation of caveolin-1 by SPI was associated with increased expression of BMP-2 (bone morphogenetic protein -2), particularly cytosolic BMP-2 expression (Figure 4). E2 treatment did not down-regulate caveolin-1, but increased cytosolic expression of BMP-2 compared to CAS (p<0.05), indicating E2 activates BMP-2 by mechanisms different than SPI.

**Figure 3:**
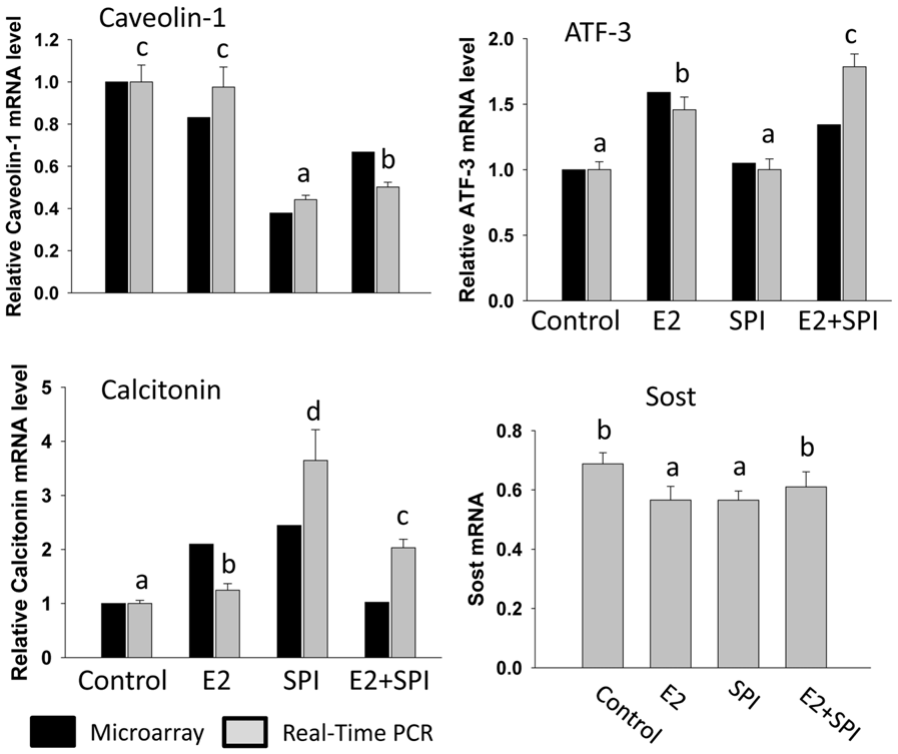
Real-time PCR verification of expression of genes of caveolin-1, ATF-3, calcitonin and Sost (sclerostin) in bone. Black bars represent fold changes with microarray analyses and gray bars represent relative mRNA expression from real-time PCR analyses. Control, standard casein diet group; E2, 10 µg/kg/d E2 treated group; SPI, soy protein isolate diet group; E2+SPI, combination of 10 µg/kg/d E2 treated and SPI diet group. Means ± S.E.M of real-time PCR results with different letters differ significantly from each other at p<0.05, a<b<c<d.

**Figure 4:**
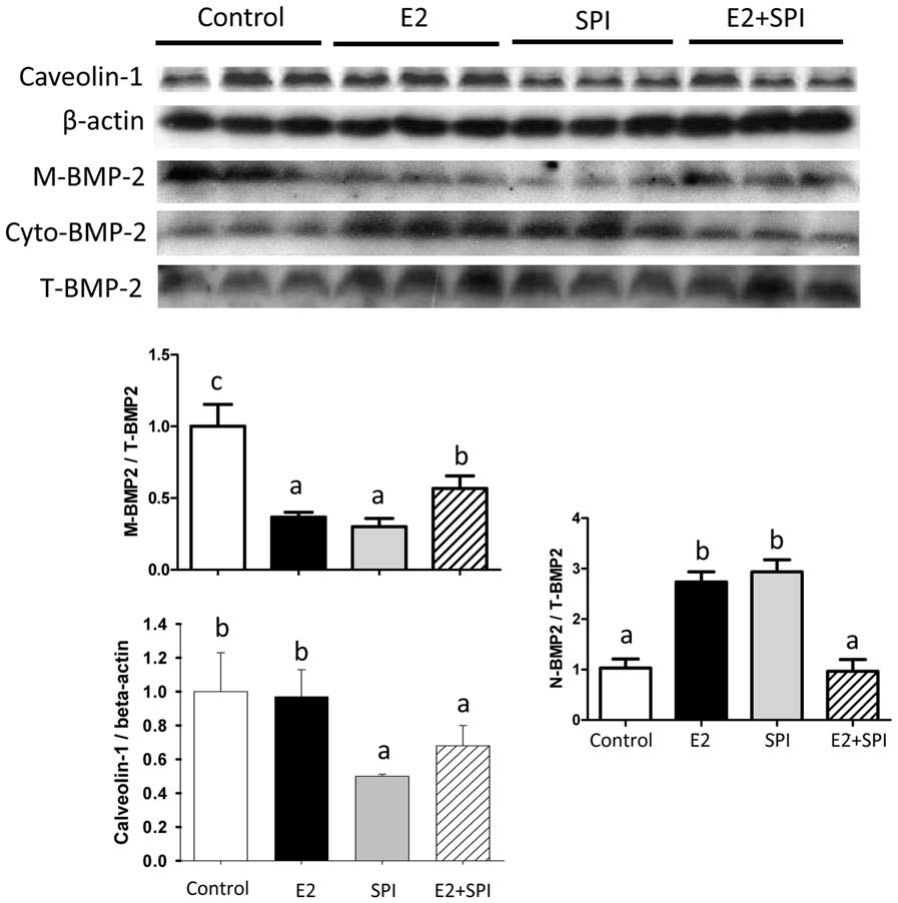
Caveolin-1, membrane versus cytoplasm BMP-2 protein expression in bone of pre-pubertal female rats from Control, standard casein diet group; E2, 10 µg/kg/d E2 treated group; SPI, soy protein isolate diet group; E2+SPI, combination of 10 µg/kg/d E2 treated and SPI diet group. Quantitation of the intensity of the caveolin-1 bands in the autoradiograms was performed relative to expression of β-actin, membrane BMP-2 (M-BMP-2) and nuclear BMP-2 (N-BMP-2) were performed relative to total BMP-2 (T-BMP-2). Data are Means ± S.E.M, n = 3, with different letters differ significantly from each other at p<0.05, a<b<c.

### Both SPI and E2 increased BMP-2 and Runx2 but as a result of different molecular signaling pathways

It is known that the BMP-2 signaling cascade represents one of the most potent stimuli for bone formation. In order to determine cell signaling transduction after activation of BMP-2 by SPI, we isolated protein from bone after aspiration of bone marrow cells and performed Western blots. p-Smad 1/5/8, Runx2 and p-ERK were increased by both SPI and E2 treatment compared to the CAS group (p<0.05, Figure 5A). While real-time PCR analyses also showed significant up-regulation of Runx2 mRNA, the up-regulation by SPI was less than by E2 treatment or SPI plus E2 (p<0.05) (Figure 5B). Finally, we used an *in vitro* ST2 cell culture model to examine the differences between E2 and SPI on initiating osteoblastic cell differentiation signals. Cells were treated with 2% serum either from CAS control diet, 10 µg/kg/d E2 or SPI diet rats or with 5 µM of purified genistein for 48 h, RNA and protein were collected. Real-time PCR and Western blot analyses revealed that caveolin-1 was down-regulated (p<0.05) only by serum from SPI rats at both the mRNA and protein level (Figure 6). Down-regulated caveolin-1 was associated with increased cytosolic but decreased membrane expression of BMP-2 (Figure 6). Although serum from the 10 µg/kg/d E2 group and genistein both up-regulated Runx2 (mRNA) and BMP-2 (protein) expression, neither one regulated caveolin-1 at either the mRNA or protein levels (Figure 6). These findings demonstrate for the first time that SPI, genistein and E2 may all have some abilities to stimulate osteoblast differentiation, but the triggers of the signaling pathway are different.

**Figure 5:**
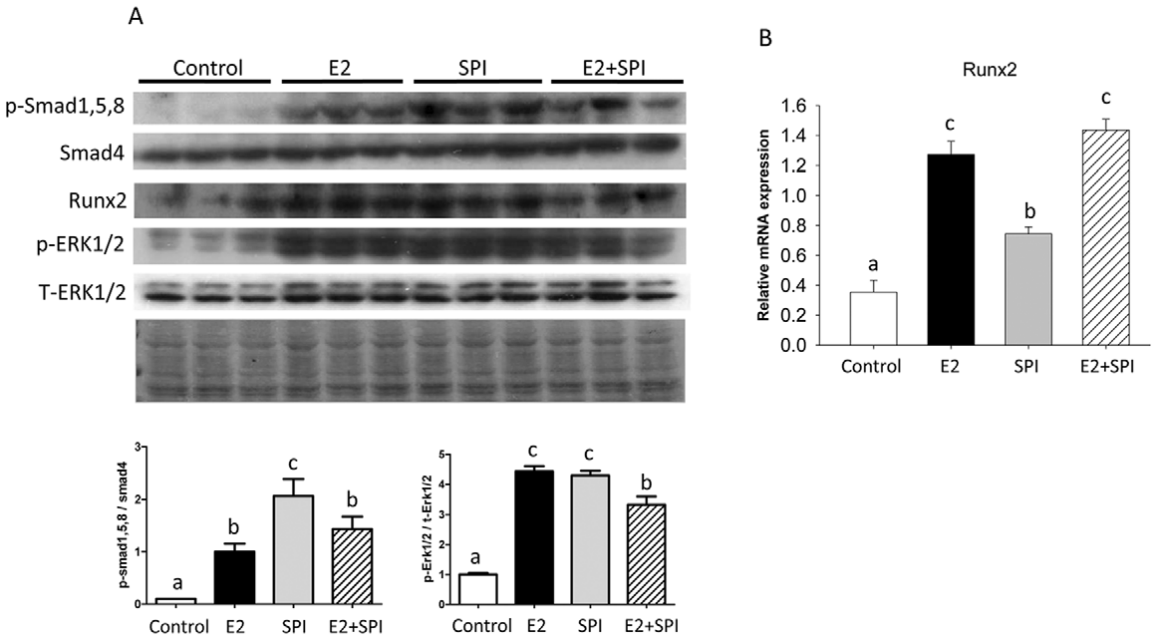
Cell signaling transduction pathway after activation of BMP-2 by SPI and E2 in bone. (A), Protein was isolated from bone after aspiration of bone marrow cells and performed Western blots. Smad and ERK1/2 phosphorylation and Runx2 protein expression in pre-pubertal female rat bone from Control, standard casein diet group; E2, 10 µg/kg/d E2 treated group; SPI, soy protein isolate diet group; E2+SPI, combination of 10 µg/kg/d E2 treated and SPI diet group. Quantitation of the intensity of the phosphorylated bands of p-Smad1, 5, 8 and p-ERK1/2 in the autoradiograms were performed relative to expression of total Smad4 and ERK1/2. Blot of Ponceau S staining showing protein loading control for western blotting. (B), Showing real-time PCR analyses for Runx2. Data are Means ± S.E.M, n = 3, with different letters differ significantly from each other at p<0.05, a<b<c.

**Figure 6:**
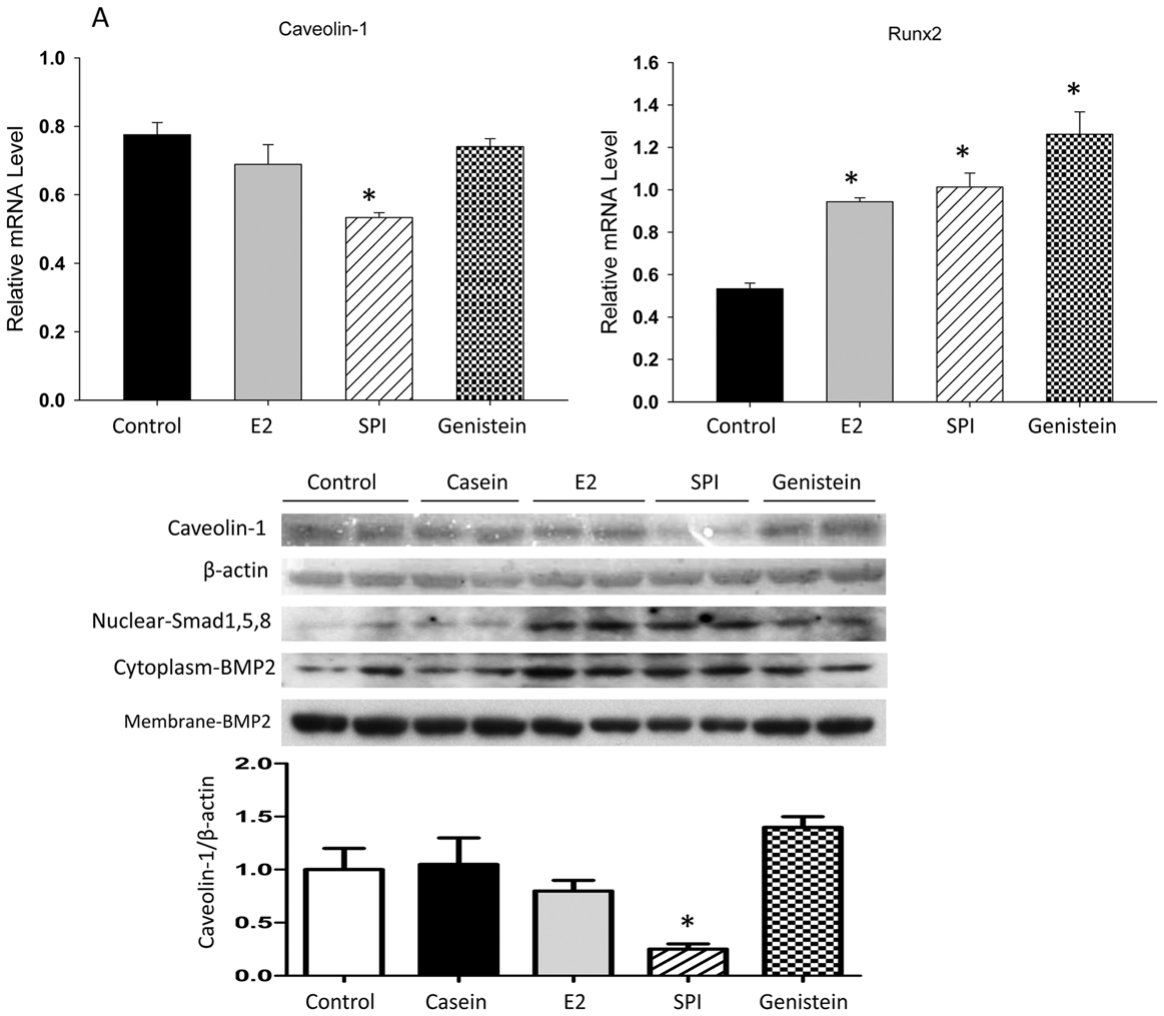
SPI stimulates osteoblast differentiation via down-regulation of caveolin-1. ST2 cells were treated with 2% serum either from control, 10 µg/kg/d E2 treated, SPI diet rats and 5 µM of purified genistein for 48 h. RNA and protein were collected. (A), Real-time PCR showing relative caveolin-1 and Runx2 mRNA expression. Data are Means ± SEM, triplicates, * p<0.05 versus control. (B), Western blotting showing caveolin-1 protein, nuclear SMD and cytosolic versus membrane BMP2 expression. Quantitation of the intensity of the caveolin-1 in the autoradiograms was performed relative to expression of β-actin.

## Discussion

Soy foods have been reported to have a variety of health benefits including prevention of cardiovascular disease and amelioration of bone loss in some clinical studies and animal models of osteoporosis [20]. At least one explanation for these beneficial effects is that soy foods contain weak estrogenic compounds – the isoflavones genistein and daidzein. However, the underlying mechanisms of soy diet or of purified isoflavones on bone and whether these effects are life stage-dependent remain unclear. Recent findings from a clinical osteoporotic patient trial showed that purified genistein has a very minor effect on bone added more controversy regarding the effects of soy diet on bone in the older population [21]. The results reported in our current study suggest that the effect of short term of SPI diet in pre-pubertal female rats on bone differed from that of classical estrogens. This SPI effect is consistent with our previously published data on rats and pigs [9], [17]. The effect of E2 on bone from our current study in pre-pubertal rats is also consistent with recent studies [22]. It is well known that estrogens have ability to suppress osteoclastic bone resorption leading to decreased bone remodeling and increased bone mass and strength. This bone remodeling suppressive effect of E2 was used for its clinical application on sex steroid deficiency-induced bone loss, because the hallmark of sex steroid deficiency-triggered bone loss is a high bone turnover. Compared with E2, bone turnover markers and microarray data indicated that the effect of soy diet on bone has some commonalities with E2. For example, they both decreased circulating levels of sclerostin and share regulation of some genes. However, the overall effect of the two treatments is decidedly different. Interestingly, the bone turnover data in SPI+E2 rats showed intermediary effects between SPI and E2 alone. The SPI and E2 combination group did not show additive effect of SPI on E2. This is consistent with our array data suggesting SPI and E2 may have mutually antagonistic effects on bone.

Relative to 17β-estradiol, serum isoflavone aglycone concentrations in SPI-fed rats are approximately 2200 times greater. However, because the potency of isoflavones is much lower than estradiol, estrogenic effects of isoflavones in soy diets on bone may be minimal or even antagonistic in the face of endogenous levels of estrogens. Therefore, the bone effects of soy diets may depend on developmental stage and endogenous E2 levels.

Consistent with our *in vivo* data, when we treated uncommitted osteoblast progenitors with serum from E2- or SPI-treated animals, we found that serum from SPI rats significantly down-regulated caveolin-1 at both the mRNA and protein levels. In sharp contrast, both E2 and genistein did not down-regulate caveolin-1. These data combined with the gene expression data suggest that a dietary factor(s) other than isoflavones appearing in serum after consumption of soy diets acts on caveolin-1 expression via an estrogen-independent pathway. It has been reported that increased trabecular bone is one of the phenotypes in caveolin-1 deletion mice [23]. Caveolin-1 is a scaffolding protein containing a 33 amino acid hydrophobic domain that anchors the protein to the membrane [24]. Such proteins include bone morphogenetic proteins (BMP). Our *in vivo* data support the hypothesis that down-regulation of caveolin-1 triggers release of BMP-2 from the membrane, activating associated kinases in the cytoplasm. These data suggest that the effect of soy diets on osteoblastogenesis is largely due to actions via BMP signaling. On the other hand, BMPs also activate intracellular transcription factors Smad-1, -5 and -8 (Smad-1/5/8) and proceed toward dimerization with Smad-4 (Co-Smad, common Smad) before translocation into the nucleus [25]. Nuclear translocated Smad complexes then regulate bone specific gene transcription. BMPs have also been reported to stimulate MAP kinase, supporting the idea that Smad-independent signals may be required for the maximum activation of BMP signals in osteoblasts [26]. All of those above mentioned BMP-associated transduction molecules, as well as Runx2, an absolute osteoblast differentiation transcription factor, were activated in bone tissue from SPI-fed animal *in vivo*. These results suggest novel actions of soy diet on bone development. E2 shares part of the described signaling, however, it did not initiate activation of caveolin-1 and thus may act through activation of its own receptors, estrogen receptor alpha or beta.

In summary, we have utilized pre-pubertal female rats as a model and demonstrated distinct effects of E2 and SPI diet on bone even though both treatments seem to share some pathways. E2 plus SPI had no additive effects on bone but rather the two treatments cancelled each other out suggesting negative cross talk between SPI-regulated and E2-regulated pathways. Consumption of the SPI diet down-regulated the expression of caveolin-1, and was associated with increased cytosolic BMP2, and Smad and Runx2 expression in bone and osteoblasts. These results suggest that SPI consumption results in significant stimulation of osteoblastogenesis prior to puberty, and initiation of osteogenic signals may differ than estrogen at this developmental stage.

## Materials and Methods

### Animal Experiments

Time-impregnated female Sprague-Dawley rats (Harlan Industries, Indianapolis, IN) arrived on gestational day 4 and were individually housed in an Association for Assessment and Accreditation of Laboratory Animal Care-approved animal facility at the Arkansas Children's Hospital Research Institute with constant humidity and lights on from 06:00–18:00 hrs at 22°C. All animal procedures were approved by the Institutional Animal Care and Use Committee at University of Arkansas for Medical Sciences (UAMS). The approval ID for this study is 2473. Pregnant rats were fed AIN-93G diets made with casein as the sole protein source [27] and their female offspring weaned at postnatal day 20 (PND20) onto one of the following diets: AIN-93G diets with casein (CAS) or made with soy protein isolate (SPI). The diets were made to be isonitrogenous and isocaloric. The calcium and phosphorus levels were adjusted to be the same in each diet. Diets were made according to the AIN-93G diet formula, and the protein source was either casein (Fonterra, Santa Rosa, CA) or SPI (Clinical blend 670, a gift from Solae, Du Pont, St. Louis, MO). The percentage of protein content of each diet was 20%. Amino acids were added to each diet to equalize the essential amino acids among diets. The detailed composition of the SPI diet was fully described in our lab previously [28]. Two groups of rats received E2 administered by Alzet mini osmotic pump (model # 2004, AlzaCorp., CA) implanted subcutaneously. The dose was 10 µg/kg/day of E2. After 14 d of *ad libitum* feeding, the rats were sacrificed 1 hour following lights-on by injection with 100 mg Nembutol/kg body weight (Avent Laboratories), followed by decapitation. Blood and bone (tibia) were collected.

### Serum Bone Turnover Markers and Isoflavones

The serum bone formation marker alkaline phosphatase (ALP) was measured by a colorimetric assay using the time-dependent formation of p-nitrophenolate from para-nitrophenyl phosphate (PNPP). The protocol used 5 µl of serum in a total volume of 1.5 ml containing 0.05 mmol/L PNPP, 2 mmol/L MgCl2, and 10 mmol/L L-phenylalanine (to inhibit any circulating intestinal ALP activity). The serum bone formation marker osteocalcin and the serum bone resorption marker RatLaps (bone-related degradation products from C-terminal telopeptides of type 1 collagen) were measured by Rat-MID™ Osteocalcin ELISA and RatLaps™ ELISA, respectively, from Nordic Bioscience Diagnostics A/S (Herlev Hovedgade 207, 2730 Herlev, Denmark). Aglycones and conjugated serum isoflavones were extracted and analyzed as previously described [18]. Briefly, aglycones were measured directly by LC-MS, and conjugated isoflavones were enzymatically deconjugated by incubating serum (100 µl) with a mixture of sulfatase and glucuronidase (100 U Sulfatase H-5, Sigma) and were measeured by LC-MS to obtain total isoflavones. Samples were also incubated with b-glucuronidase (1000 U, B-1, Sigma) to obtain the sum of glucuronidases and the aglycones. Isoflavone sulfates were calculated by subtracting the glucuronidase and aglycones from the total concentration.

### Gene Microarray and Real-Time Reverse Transcription-Polymerase Chain Reaction (Real-time RT-PCR)

After aspiration of bone marrow, right tibial bone total RNA was extracted using TRI Reagent (MRC Inc., Cincinnati, OH) according to the manufacturer's recommendations followed by DNase digestion and column cleanup using QIAGEN mini columns. Three microarrays (GeneChip Rat 230 2.0; Affymetrix, Santa Clara, CA) were used for each diet group; control, SPI, E2 and SPI plus E2 treated animals. Pools of equal amounts of RNA from two to three rats were used for analyses per microarray, representing at least eight rats per group over the three microarrays. cRNA synthesis, labeling, hybridization, and scanning were carried out using the manufacturer's instructions and described previously in our lab [29]. Microarray data analyses were carried out using GeneSpring version 7.3× software (Agilent Technologies, Santa Clara, CA) [29]. The CEL files containing probe level intensities were processed using the robust multiarray analysis algorithm for background adjustment, normalization, and log2 transformation of perfect match values [29]. Subsequently, the data were subjected to normalization by setting measurements less than 0.01 and by per-chip and per-gene normalization using GeneSpring. The normalized data were used to generate a list of differentially expressed genes among different diets with and without E2. The detailed data has been deposited in a MIAME compliant database (E.g. ArrayExpress, GEO), and it is available to check on the MGED Society website with accession number GSE30862 http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30862. Real-time RT-PCR was carried out using SYBR Green and an ABI 7000 sequence detection system (Applied Biosystems, Foster City, CA). Primers for rat and mouse caveolin-1, ATF3, calcitonin and Runx2 were designed using Primer Express software 2.0.0 (Applied Biosystems). Their sequences are all listed in Table 2.

**Table 2:** Real-Time Reverse-Transcription Polymerase Chain Reaction (RT-PCR) Primer Sequences.

Gene	Forward Primer	Reverse Primer
Rat		
Caveolin-1	GAGTCTGCCAAAGCAAGATTGCCA	AGGCTTCGCAGCGTTACAGACTAT
RUNX2	CCGTGGCCTTCAAGGTTGTA	ATTTCGTAGCTCGGCAGAGTAGTT
ATF-3	TTTCAAAGGGCGTAGGACTCCACA	TTCAAATACCAGTCTCCACGGGCT
Calcitonin	AGAAGAGATCCTGCAACACTGCCA	GGCACAAAGTTGTCCTTCACCACA
Sost (Sclerostin)	GGCAAGCCTTCAAGAATGATGCCA	TGTACTCGGACACGTCTTTGGTGT
GAPDH	TGAGGTGACCGCATCTTCTTG	TGGTAACCAGGCGTCCGATA
Mouse		
Caveolin-1	TGTACCGTGCATCAAGAGCTTCCT	GTGCTGATGCGGATGTTGCTGAAT
RUNX2	CGGTCTCCTTCCAGGATGGT	GCTTCCGTCAGCGTCAACA
GAPDH	GTATGACTCCACTCACGGCAAA	GGTCTCGCTCCTGGAAGATG

### *In vitro* Osteoblast Differentiation Cell Culture

For *in vitro* cell culture experiments, bone marrow stromal cell line ST2 cells were utilized and treated with serum from different treatment groups. Cells were cultured in the plates in the presence of minimal essential medium (Invitrogen, Calsbad, CA) with 10% fetal bovine serum (FBS) (Hyclone Laboratories, Logan, UT) and 100 U/ml each of penicillin and streptomycin (Sigma-Aldrich). When actual experiments were started, cells were cultured with 8% FBS without osteogenic medium as negative control. The effects of treatment with 5% FBS plus either 2.0% 0.45 µm filtered serum from control, SPI- or E2-treated rats or purified genistein on ST2 cells were compared. Cell RNA and protein isolations and real-time RT-PCR, western blotting were performed similarly with the method described above.

### Western Blotting

Right tibial bone tissue proteins for Western immunoblot analysis were extracted using cell lysis buffer as described previously [9]. Membrane and nuclear protein isolations were performed according to procedures provided by manufacturer (PIERCE Biotechnology). The phosphorylation status of ERK1/2 was examined by Western blotting using a mouse monoclonal antibody recognizing tyrosine phosphorylated ERK1/2 or rabbit polyclonal antibodies recognizing total ERK1/2 (Santa Cruz Biotechnology) followed by incubation with either an anti-mouse or an anti-rabbit antibody conjugated with horseradish peroxidase (Santa Cruz Biotechnology). Similar Western blotting studies were performed with antibodies to caveolin-1 (Santa Cruz Biotechnology), BMP2 (Cell Signaling), Smad 4 and phospho-Smad 1/5/8 (Cell Signaling), and Runx 2 (Santa Cruz Biotechnology). Primary antibodies were detected with a horseradish peroxidase-conjugated secondary antibody (Santa Cruz Biotechnology). Blots were developed using chemiluminescence according to the manufacture's recommendations. Quantization of the intensity of the bands in the autoradiograms was performed using a VersaDoc™ imaging system (Bio-Rad).

### Data and Statistical Analyses

Data were expressed as mean ± SEM One way analysis of variance (ANOVA) was utilized to analyze diet effects and two-way ANOVA for analysis of SPI, E2 interactions followed by student Newman-Keuls post hoc analysis for multiple pair-wise comparisons between treatment groups. Values were considered statistically significant at p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

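A total of 12 Affymetrix rat arrays held 3 pools in each of 4 groups (CAS, SPI, E2 and SPI+E2), each pool with RNA of 2 to 3 rats. The groups were taken from the sample labels alone. The submitters' processing notes name GCOS and RMA without a version, and the authors then normalized the log2 values per chip and per gene in GeneSpring before the files were deposited. Each probe set is centred on its median over the 12 arrays, with values from -2.2 to 3.466. Taken as log2, the values give 754, 510 and 147 probe sets at 1.5-fold for SPI, E2 and SPI+E2, and taken as natural logarithms 1755, 1265 and 721. No column of sample values was left out (0). The probe intensities were not used here, and signal over background could not be read from centred values.

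Of 31099 probe sets, 57 controls were left out and 31042 were tested. A single gene symbol was given for 20826, several for 436, and 9780 had no name in the annotation held here. The current gene table, assembly GRCr8, held the gene number of 20758 and changed no symbol. Values per gene are means over its probe sets with 1 symbol, for 14217 genes, of which 4525 have more than 1 probe set. The design had named the probe set with the highest mean, which centred values cannot give, so this mean took its place once the files were seen and before any test.

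A linear model over the 4 groups was fitted with limma 3.58.1 in R 4.3.3 with statmod 1.5.0, and p-values were adjusted by Benjamini-Hochberg over all probe sets or genes. Comparisons were SPI, E2 and SPI+E2 against CAS, SPI against E2, SPI+E2 against each alone, the interaction, and an F test over the 4 groups. The 1.5-fold counts use the difference of mean log2 values without a test. Gene lists were tested with camera of limma at a preset correlation of 0.01, then with an estimated correlation and with fry, and adjusted over the lists of each comparison. Adjusted p-values of genes without another name are from limma.

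Genes were named by a rule set in advance. It took the 10 largest rises and the 10 largest falls of each treatment among genes past the test whose arrays do not overlap, every gene the paper names, up to 4 members of each list with the largest change, and the 10 largest each way for SPI against E2 and the interaction. Lists were of sensory neurons, neurons, Schwann cells, central glia, melanocytes, skeletal muscle, smooth muscle, osteoblasts, osteocytes, osteoclasts, chondrocytes, fibroblasts, adipocytes, endothelial cells, caveolae, erythroid cells, megakaryocytes, neutrophils, macrophages, B cells, T cells, cell division, immediate early genes, estrogen-responsive genes, BMP signaling, Wnt signaling, interferon response, hypoxia response and cholesterol synthesis, beside the genes of Fig. 2C and Fig. 2D.

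The steps were tested on simulated data with the spread of these arrays. At 1.5-fold the fit called 90% of changed probe sets for SPI, 93% for E2 and 96% for SPI+E2, and at 2-fold 98%, 100% and 100%. For the interaction it called 77% and 97.7%. False calls were 5.05%, 6.31% and 4.39% of the calls, and 10 of 10 shifted lists and 0 of 90 unchanged lists were called. For lists picked at 1.5-fold, 20 further simulations kept the group means and spread of these arrays and set SPI+E2 to the sum of the single changes, to SPI or to E2, and they were chosen after the results were seen. Within groups the correlation of arrays lay between 0.279 and 0.542.

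Alternatives were a replicate block, a fit of 2 groups, quantile normalization, median centring, trend and robust variances, array weights, a mean per gene, a neural score as covariate, single probe sets, linear means, unadjusted p, the ANOVA of the paper's methods, and leaving out each array.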

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

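The 8 tests of causes below, the values of Xist and Uty, and the list scores beside Eif2s3y were chosen only after the results were seen. The regroupings of the arrays were set before.

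The effect of SPI differed with and without E2 in 3078 probe sets, a difference between groups by the interaction test of limma. Of 100 drawn regroupings of the 12 arrays, 1, the real one, reached this count, and the highest other gave 3002. Regrouping all 12 arrays also moves the single effects of SPI and E2 into the interaction. These regroupings therefore cannot decide on the interaction alone. For the F test over the 4 groups 1 of 100 reached 7822, and the highest other gave 2618. For SPI, E2 and SPI+E2 against CAS, with or without the 1.5-fold limit, and for SPI against E2 without it, 1 of 10 splits of the 6 arrays reached the real count and the highest other gave 0, too few splits for a share under 0.05.

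SPI and E2 also differed in direct limma comparisons of cell type lists. The median log2 difference was 0.2665 for central glia, 0.5282 for B cells and -0.1352 for skeletal muscle. The text of the paper does not discuss the erythroid genes, whose median log2 change with E2 was -0.836. Nor does it name Vip (3.436), Th (2.2248), Npy (1.6828), Dbh (1.6442) and Alb (2.0555) with SPI+E2, Igfbp2 with E2 (1.9035) or Eif2s3y with SPI (2.452). Carry-over of nervous tissue into the SPI+E2 pools was not tested for Vip, Th, Npy and Dbh.

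Neural genes were higher in SPI and E2 than in CAS. Scaling between arrays is argued against by the neuron list, whose median with SPI stayed at 0.6445 after quantile normalization. Carry-over of 1 kind of nervous tissue into the SPI and E2 pools alike is argued against by the central glia difference of 0.2665. Carry-over by chance, pool by pool, is argued against by the correlation of 0.009 among neuron and Schwann cell genes within groups, at the 68.4th percentile of 10000 random lists. A dissection that differed between groups in the same way for every pool stays open. A change in the nerve of bone stays open for the neuron and Schwann cell genes. Mean scores of the central glia list were 0.327 ± 0.023 with SPI and -0.154 ± 0.028 with E2 (SD). They argue against a change in peripheral nerve alone for the central glia genes.

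Erythroid, platelet and cell division genes were lower in all 3 treated groups, though with SPI the cell division list did not pass with an estimated correlation (adjusted p = 0.0633). If less blood-forming marrow had been left in the bone, neutrophil genes would be lower too. Their mean score against CAS was 0.126 with SPI and 0.31 with SPI+E2, which argues against less marrow as the whole cause there, and -0.203 with E2, which is consistent with it. The B cell score was 0.178 with SPI, and -0.264 with SPI+E2 and -0.413 with E2, which less marrow would also give, and the neutrophil list with SPI did not pass with an estimated correlation. Less marrow as a part of the change with SPI+E2, and less marrow or less blood formation with E2, stay open.

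Eif2s3y was higher in all treated groups than in CAS. The log2 gap between the highest CAS array (-1.817) and the lowest treated array (-0.372) was 1.445. Alone it does not decide on a mislabelled CAS array, since the gene was named for arrays that do not overlap. Neuron scores argue against a treated array labelled CAS: they were -0.017 to 0.019 in the CAS arrays and at least 0.189 in treated arrays. So do erythroid scores, -0.016 to 0.016 in CAS and at most -0.371 in treated arrays. RNA of male rats in the treated pools cannot be excluded. Xist, the transcript of the inactive X chromosome, fell in all treated groups, as male RNA would give. It fell by 0.29, 0.29 and 0.25 with SPI, E2 and SPI+E2 (SE 0.0399, limma adjusted p = 0.000285, 0.000352 and 0.00214). The median change of 4 other probe sets of 3 Y-linked genes, Tspy1, Sry and Uty, was 0.007. Of these, 1 probe set of Uty was lower with SPI (-0.423). Whether male bone transcribes these 3 genes was not tested, so their median does not decide. A strain or donor variant and an effect of treatment stay open and were not tested.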

How the results depend on the processing

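The settings that count each gene once and that join 1.5-fold with the ANOVA of the methods were chosen after the data were seen, and all other settings were chosen before the data were examined. The filter on dim probe sets by mean level was not run, because centred values hold no level, and the fit of 2 groups gives no interaction or F value. Signal over background could not be assessed.

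With the pool number as replicate block, 5285 probe sets changed with SPI, 2769 with E2 and 2484 with SPI+E2. Arrays of the same number correlated by -0.074 to 0.244 after group means were removed, and others by -0.23 to 0.202. With median centring or array weights all counts stayed within 1.5 times their value, and for the 154 gene results named in the text all kept direction and side of the threshold. Under each other setting of the whole fit, the neural score aside, 1 to 7 of these gene results changed side and 0 reversed, and of 73 values from single probe sets 65 stayed the same, 7 no longer passed and 1 reversed. Among the calls lost was Smad4 with SPI in the fit of 2 groups (-0.1645) and 1 probe set (-0.1177). Nefl between SPI and E2 was lost after quantile normalization (0.1117). Pmp22 with SPI+E2 was lost in the replicate block, the fit of 2 groups and 1 probe set (-0.0056). Calls were gained with SPI+E2 for Gpm6a (-0.2409) and Bmp2 (-0.2063) after quantile normalization and for Bmp2 without CAS 2 (-0.2408), and with E2 for Olig1 without CAS 1 (-0.6171) and Mag without SPI+E2 2 (-0.2719), and the cause was not tested. Of 61 list calls, 16 were lost with an estimated correlation.

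In the fit of 2 groups 3581 probe sets changed for SPI and 3190 between SPI and E2, with fewer arrays for the variance. After quantile normalization 45 probe sets were at least 1.5-fold in all 3 treatments and the Calca difference between SPI and E2 was 0.0283, and the cause was not tested. With trend and robust variances the Calca difference was 0.1634 (limma adjusted p = 0.0549). Over its alternatives this adjusted p ranged from 0.0088 to 0.792. The paper's ANOVA gave 4869 probe sets for E2 and 5020 for SPI+E2 unadjusted, and 4004 for SPI+E2 after Benjamini-Hochberg, with another test and threshold.

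With a mean per gene, fewer features are tested. It gave 3427 between SPI and E2, 4981 by F, 352, 268 and 70 changed at least 1.5-fold for SPI, E2 and SPI+E2, 354, 268 and 71 by fold alone, 158 by both SPI and E2, 147 of these not with SPI+E2, and 11 in all 3. Each gene counted once gave 481 for SPI and 96 for SPI+E2.

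Among single Calca probe sets, 1 gave 0.0195 for SPI, -0.0232 for E2 and 0.0427 between them, and another 0.2269 between them (limma adjusted p = 0.0634). The cause was not tested.

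Leaving out 1 array gave 1408 to 3183 probe sets for SPI+E2, with 1457, 1745 and 1408 without CAS 1, 2 and 3 and 1672 without SPI+E2 2. Between SPI and E2 it gave 3415 (without E2 3) to 5359, and for the share of SPI or E2 probe sets smaller with SPI+E2 96.5 to 97.95%. The Calca difference ranged from 0.1404 to 0.1855 and did not pass without SPI 1, SPI 2, E2 1, E2 2 or E2 3. Fewer arrays entered each of these.

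With the neural score as covariate, which is close to a function of the group and so leaves little to estimate group effects, 0 probe sets changed with SPI, 0 with E2, 12 with SPI+E2, 0 between SPI and E2 and 0 by interaction in limma, against 2439, 2291, 3806, 3388 and 2276 at an unadjusted p under 0.05, and 4520 by F. At least 1.5-fold and changed were 0, 0 and 12. By fold alone there were 20678, 16331 and 3235, with 16139 by SPI and E2, 12950 of them not with SPI+E2, and 3189 in all 3, and the share smaller was 99.92%. Cav1 with SPI was -0.558, Calca 1.2986 with SPI, 0.9259 with E2 and 0.3726 between them, Atf3 with E2 0.1697, and 10 list tests passed in place of 44.

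Under that covariate these SPI changes reversed, none past the test: Gpm6a -0.8515, Itih3 -1.2553, Elmod1 -2.1353, Msmo1 -0.797, Aqp3 0.3453, Igfbp2 -0.5871, Mag -2.5311, Olig1 -5.0579, Pf4 0.2041, Mobp -0.6375, Klk6 -0.8506, Mal -0.2905, Calcb -0.3614, Greb1 -1.8513 and Smad4 0.0091. So did the E2 changes of Gpm6a (-0.6481), Scg2 (-0.2619), Scn9a (-0.6183), Myl4 (-0.2762), Calcb (-0.0476), Npy (0.6744) and Greb1 (-0.7928), Olig1 between SPI and E2 (-0.4403), the interactions of Gpm6a (0.9118) and Igfbp2 (1.8207), and the list medians of neutrophils with SPI (-0.4398), cholesterol synthesis with SPI (-0.4597) and E2 (-0.3092), and fibroblasts with E2 (-0.1359). Over all 22 settings of the lists, the range of the median also crossed 0 for sensory neurons with SPI (lowest -0.1507). It did so for central glia with E2 (highest 0.1722) and caveolae with SPI+E2 (highest 0.0146).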

Differences from the paper's values

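No test in this part was chosen after the result was seen, and the values read from figures were read by eye.

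For caveolin-1 the paper states that SPI lowered the transcript 2.8-fold, and the deposited values give Cav1 1.42-fold lower. All 22 alternatives set before the data were examined also differ from the paper's value and range from 1.23 to 1.7. The relative level with SPI was 0.705 against the paper's about 0.38 in Fig. 3, read by eye, and all 22 alternatives, from 0.59 to 0.813, differ as well. Fig. 3 shows array and real-time PCR bars, and the bar read is not stated here. The paper reports that real-time PCR also showed the lower caveolin-1 transcript.

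For calcitonin the relative level of Calca with SPI was 1.57 against the paper's about 2.4 in Fig. 3, read by eye. A value counts as differing when it is beyond the spread and one is more than 1.5 times the other. Of 22 alternatives set before the data were examined, 18 also differ. The 4 within that limit, all but the first still below the paper's value, are the neural score as covariate (2.46), the fit without CAS replicate 2 (1.61) and 2 single Calca probe sets (1.92 and 1.99).

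The paper states that SPI raised calcitonin much more than E2 did, and names both arrays and real-time PCR for the rise. Its Fig. 3 shows E2 at about 2.1, read by eye, beside the SPI level above. That figure has an array bar and a real-time PCR bar for each group, and the bar read is not stated here. The values used here hold no real-time PCR. Calca was higher with SPI by a log2 difference of 0.16, which is 1.12-fold, and single probe sets gave 0.2269, 0.2207 and 0.0427.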

Other observations

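The tests of Slc18a2, Phox2a, Ddc, Apoa1, Ttr, Serpina1, Ahsg, Dguok, Chga, and of Dbh and Npy with SPI and E2, below were chosen only after their values were seen.

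With SPI+E2, Slc18a2, the vesicle transporter of monoamines, rose by 0.98 log2 units over CAS (SE 0.0685, limma adjusted p = 7.33e-06, 3 arrays against 3), Ddc, the decarboxylase that makes dopamine, by 0.64 (SE 0.0583, adjusted p = 5.25e-05) and Phox2a, a regulator of noradrenergic neurons, by 0.47 (SE 0.112, adjusted p = 0.0172). None of the 3 passed with SPI or with E2, and they were not tested as a list. Nor was carry-over of nervous tissue tested for them. Dbh rose with SPI as well (0.40, SE 0.104, limma adjusted p = 0.0151) and did not pass with E2 (0.03, adjusted p = 0.911), and Npy rose with SPI (0.25, SE 0.0703, adjusted p = 0.0207) and fell by 0.38 with E2 (adjusted p = 0.00289). The SPI change of Dbh did not pass without CAS 1 (0.3553), SPI 1 (0.3426) or SPI 2 (0.3559), and that of Npy without CAS 1 (0.2341), CAS 3 (0.2477) or SPI 1 (0.1881), nor with trend and robust variances (0.2539, adjusted p = 0.0609). Chga, a protein of secretory granules, rose with SPI (0.87, adjusted p = 0.000758) and E2 (0.53, adjusted p = 0.0218) and did not pass with both (0.18, adjusted p = 0.45). Apoa1, Ttr, Serpina1 and Ahsg, which liver makes along with albumin, did not pass in any treated group. Dguok, a mitochondrial kinase, rose by 0.60, 0.57 and 0.66 with SPI, E2 and SPI+E2.

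Greb1, a target of the estrogen receptor, rose by 0.65 log2 units with E2 and 0.63 with SPI+E2 (SE 0.0776, limma adjusted p = 0.000122 and 0.000352), and was 0.28 with SPI (adjusted p = 0.0199), which did not pass without CAS 1 (0.222), CAS 3 (0.2829) or SPI 3 (0.2254). The list of 11 estrogen-responsive genes that holds Greb1 had 1 higher and 2 lower with E2 (camera adjusted p = 0.962), 3 higher and 2 lower with SPI (0.974) and 2 higher and 1 lower with SPI+E2 (0.327).

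Bmp2, a bone-forming growth factor, fell by 0.39 log2 units with SPI (SE 0.0652, limma adjusted p = 0.00117) and was -0.24 with E2 (adjusted p = 0.0258), which did not pass without CAS 1, CAS 3, E2 1, E2 2 or E2 3 (adjusted p = 0.0548 to 0.107) or in either single probe set. Smad4 fell by 0.16 with SPI (SE 0.0403, adjusted p = 0.0113). The Smad4 change did not pass in the fit of 2 groups (-0.1645, adjusted p = 0.0574) or in 1 probe set (-0.1177, adjusted p = 0.136). Sost, which encodes sclerostin, did not pass in any treated group (adjusted p = 0.538, 0.801 and 0.671). Of 20 BMP and Smad genes, 2 were higher and 7 lower with SPI (camera adjusted p = 0.12), 1 higher and 1 lower with E2 (0.631), and 1 higher and 2 lower with SPI+E2 (0.433). Of 12 Wnt genes, 1 was higher and 1 lower with SPI (0.974), 0 moved with E2 (0.884), and 1 was higher and 3 lower with SPI+E2 (camera adjusted p = 0.0352, adjusted p = 0.0943 with an estimated correlation).

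Osteoclast genes had 2 higher and 2 lower of 10 with SPI (camera adjusted p = 0.137) and 0 higher and 3 lower with E2 (0.0398, adjusted p = 0.088 with an estimated correlation). Lists that did not shift in any treated group were melanocytes (camera adjusted p = 0.863, 0.962 and 0.386 for SPI, E2 and SPI+E2), smooth muscle and pericytes (0.588, 0.218 and 0.386), macrophages (0.54, 0.324 and 0.549), T cells (0.313, 0.467 and 0.855), interferon response (0.974, 0.274 and 0.569) and hypoxia response (0.45, 0.274 and 0.632). Endothelial genes gave 0.0587 with E2 and 0.145 with SPI+E2, skeletal muscle genes 0.258 and 0.549, and adipocyte genes 0.536 with SPI+E2. Osteocyte genes gave a camera adjusted p of 0.962 with E2. Between SPI and E2, megakaryocyte and platelet genes had 5 of 10 higher with SPI and 0 lower, BMP and Smad genes 1 of 20 higher and 8 lower, and hypoxia genes 0 of 11 higher and 5 lower (camera adjusted p = 0.0396 for each, adjusted p = 0.0815, 0.0783 and 0.0815 with an estimated correlation). In the same comparison the genes lowered by SPI in Fig. 2C had 5 of 9 higher with SPI (0.0291, adjusted p = 0.11 with an estimated correlation) and those lowered by E2 in Fig. 2D 9 of 13 (1.35e-06). Among genes raised by E2 in Fig. 2D, all 22 measured were higher with SPI (median 0.90) and with E2 (median 0.95), and 11 were higher and 1 lower with SPI+E2.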
